# Denervated mouse CA1 pyramidal neurons express homeostatic synaptic plasticity following entorhinal cortex lesion

**DOI:** 10.3389/fnmol.2023.1148219

**Published:** 2023-04-12

**Authors:** Maximilian Lenz, Amelie Eichler, Pia Kruse, Phyllis Stöhr, Dimitrios Kleidonas, Christos Galanis, Han Lu, Andreas Vlachos

**Keywords:** entorhinal cortex lesion, Schaffer collateral lesion, transcriptome analysis, microglia, RNA oxidation, synaptic plasticity

## Abstract

Structural, functional, and molecular reorganization of denervated neural networks is often observed in neurological conditions. The loss of input is accompanied by homeostatic synaptic adaptations, which can affect the reorganization process. A major challenge of denervation-induced homeostatic plasticity operating in complex neural networks is the specialization of neuronal inputs. It remains unclear whether neurons respond similarly to the loss of distinct inputs. Here, we used *in vitro* entorhinal cortex lesion (ECL) and Schaffer collateral lesion (SCL) in mouse organotypic entorhino-hippocampal tissue cultures to study denervation-induced plasticity of CA1 pyramidal neurons. We observed microglia accumulation, presynaptic bouton degeneration, and a reduction in dendritic spine numbers in the denervated layers 3 days after SCL and ECL. Transcriptome analysis of the CA1 region revealed complex changes in differential gene expression following SCL and ECL compared to non-lesioned controls with a specific enrichment of differentially expressed synapse-related genes observed after ECL. Consistent with this finding, denervation-induced homeostatic plasticity of excitatory synapses was observed 3 days after ECL but not after SCL. Chemogenetic silencing of the EC but not CA3 confirmed the pathway-specific induction of homeostatic synaptic plasticity in CA1. Additionally, increased RNA oxidation was observed after SCL and ECL. These results reveal important commonalities and differences between distinct pathway lesions and demonstrate a pathway-specific induction of denervation-induced homeostatic synaptic plasticity.

## Introduction

Neurons receive various short- and long-range inputs that are crucial for signal processing and normal brain functioning (Forster et al., 2006; Guy and Staiger, 2017; Shepherd and Rowe, 2017). Pathological conditions associated with neuronal damage and cell death, such as multiple sclerosis, stroke, or traumatic brain injury, lead to the denervation of intact brain regions. This poses consequences for proper network function (Navarro et al., 2007; O'Reilly et al., 2014; Henry et al., 2020; Sato et al., 2021; Beck et al., 2022), with adaptive processes triggered to compensate for the loss of input (Keck et al., 2008; Vlachos et al., 2013a; Becker et al., 2015; Sammons and Keck, 2015; Lenz et al., 2019). A hallmark of denervation-induced neuronal adaptations is the induction of homeostatic synaptic plasticity. Based on negative feedback mechanisms, homeostatic synaptic plasticity adjusts synaptic weights to maintain neuronal activity within a dynamic range (Davis and Bezprozvanny, 2001; Marder and Prinz, 2003; Pozo and Goda, 2010; Turrigiano, 2012; Keck et al., 2013; Bissen et al., 2021; Cao et al., 2022). Various functional and mechanical lesion models have been established to identify the cellular and molecular mechanisms of lesion-induced homeostatic synaptic plasticity (e.g., Nataraj et al., 2010; Vlachos et al., 2013a; Barnes et al., 2015; Lenz et al., 2019; Wen and Turrigiano, 2021; Kruse et al., 2022). However, a major challenge of denervation-induced homeostatic plasticity operating in complex networks is the structural, functional, and molecular specialization of neuronal input pathways, which leads to synaptic diversity (O'Rourke et al., 2012; c.f. Lee and Kirkwood, 2019; Grant and Fransen, 2020). Therefore, it is unclear whether neurons respond differently to the loss of distinct inputs under pathological conditions.

Previous research revealed that *in vitro* entorhinal cortex lesion (ECL) of mouse organotypic entorhino-hippocampal slice cultures induced homeostatic synaptic plasticity of excitatory synapses on dentate granule cells (Vlachos et al., 2012; Lenz et al., 2019). These functional changes depended on cytokine signaling (Becker et al., 2015) and involved the structural remodeling of denervated dendrites (Vlachos et al., 2012, 2013b; Schuldt et al., 2016; Willems et al., 2016; Bissen et al., 2021), similar to what is observed after *in vivo* ECL (Vuksic et al., 2011). Moreover, the induction of homeostatic synaptic plasticity was demonstrated to affect the post-lesional recovery of dendritic spine numbers (Vlachos et al., 2013b). Recently, we showed that microglia delineate the denervated dentate gyrus after ECL (Kleidonas and Vlachos, 2021), and that ECL triggers homeostatic synaptic changes in CA3 pyramidal neurons (Kruse et al., 2022).

In this study we used ECL and Schaffer collateral lesion (SCL; c.f. McKinney et al., 1999) of mouse entorhino-hippocampal slice cultures to test for pathway-specific structural, functional, and molecular adaptations of CA1 pyramidal neurons. Both lesions led to microglia accumulation, degeneration of presynaptic boutons at asymmetric synapses, and dendritic spine loss in the denervated CA1 layers. Transcriptomic analysis identified commonalities and differences between SCL and ECL, thereby implying the existence of a pathway-specific induction of denervation-induced synaptic changes. Indeed, functional and mechanical ECL induced homeostatic plasticity of CA1 excitatory synapses. Furthermore, a significant increase in oxidative RNA modifications was observed after SCL and ECL.

## Materials and methods

### Ethics statement

Mice were maintained in a 12 h light/dark cycle with food and water available *ad libitum*. Every effort was made to minimize distress and pain of animals. All experimental procedures were performed according to the German animal welfare legislation and approved by the animal welfare committee and/or the animal welfare officer at the University of Freiburg, Faculty of Medicine (X-17/07K, X-18/02C, X-21/01B).

### Preparation of organotypic tissue cultures

Entorhino-hippocampal tissue cultures were prepared at postnatal day 4–5 from C57BL/6J and Thy1-eGFP (Feng et al., 2000) animals of either sex as previously described (Del Turco and Deller, 2007). Cultivation medium contained 50% (v/v) MEM, 25% (v/v) basal medium eagle, 25% (v/v) heat-inactivated normal horse serum, 25 mM HEPES buffer solution, 0.15% (w/v) bicarbonate, 0.65% (w/v) glucose, 0.1 mg ml^−1^ streptomycin, 100 U ml^−1^ penicillin, and 2 mM glutamax. The pH was adjusted to 7.3 and the medium was replaced three times per week. All tissue cultures were allowed to mature for at least 18 days in a humidified atmosphere with 5% CO_2_ at 35°C, since at this stage a steady-state in structural and functional properties of the organotypic tissue cultures is reached (Hailer et al., 1996; Vlachos et al., 2012, 2013c; Humpel, 2015).

### Mechanical pathway lesion

Mechanical pathway transection was performed with a sterile scalpel in mature tissue cultures (≥ 18 days *in vitro*). To apply an entorhinal cortex lesion (ECL), the perforant path was transected from the rhinal to the hippocampal fissure (Figure 1A). Schaffer collateral lesion (SCL) was applied between the CA3 and the CA1 region of the hippocampus, without affecting the perforant path projections to CA3 (Figure 1A). Except for the lesion-induced partial denervation of CA1 pyramidal neurons, cytoarchitecture of both the hippocampus and the entorhinal cortex remained unchanged.

**Figure 1:**
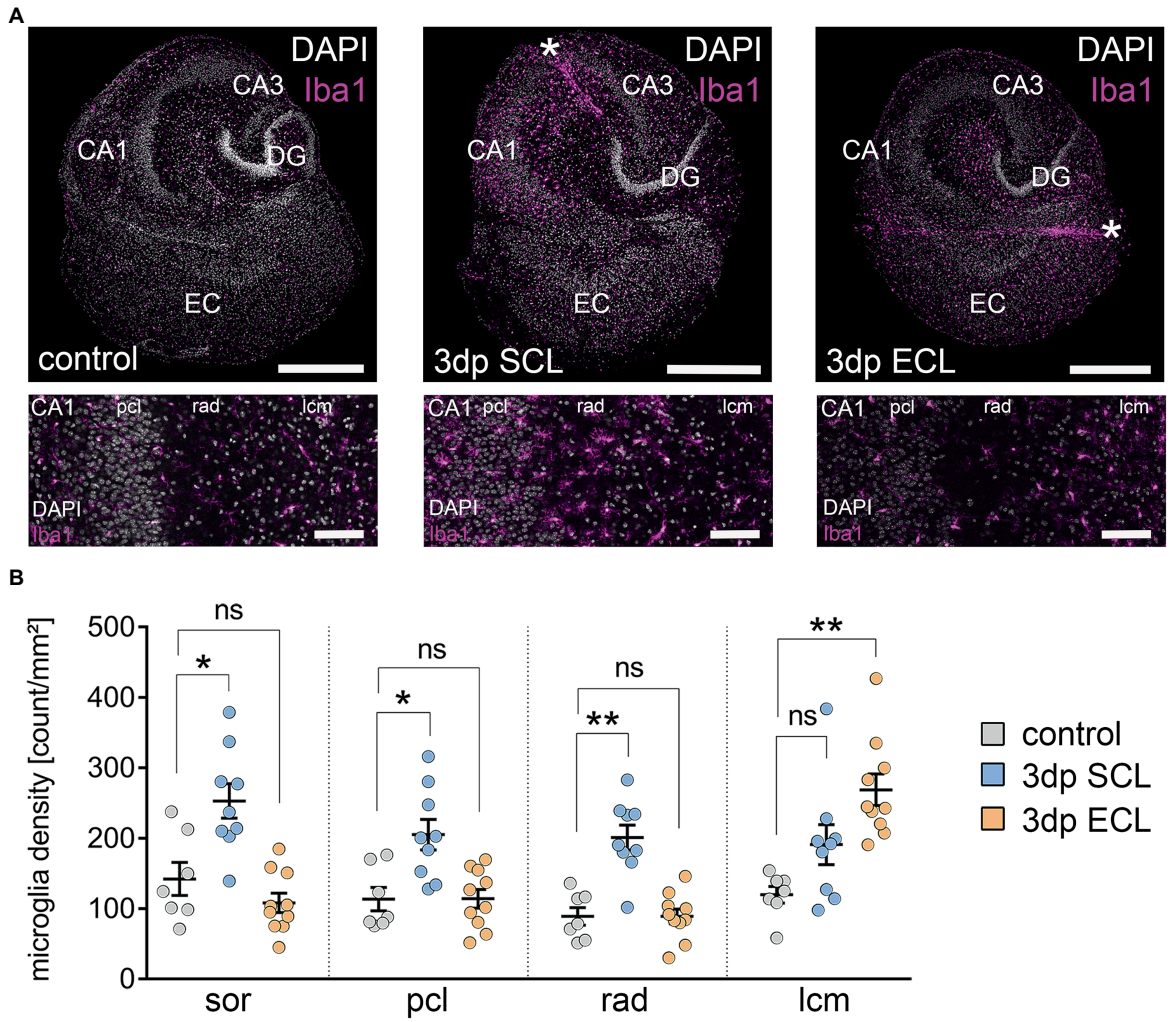
SCL and ECL both lead to layer-specific microglia accumulation in the CA1 region. **(A)** Representative examples of entorhino-hippocampal tissue cultures in non-lesioned controls (left panel) and 3 days after performing Schaffer collateral lesion (SCL, middle panel) or entorhinal cortex lesion (ECL, right panel) stained with DAPI nuclear stain and for the microglia marker Iba1 (EC, entorhinal cortex; DG, dentate gyrus; 3dp, 3 days post lesion; *, lesion). Higher magnifications (bottom row) illustrate the laminar accumulation of microglia in the CA1 region upon lesion (pcl, pyramidal cell layer; rad, str. radiatum; lcm, str. lacunosum-moleculare). Scale bar, 600 μm (upper panels) and 100 μm (bottom panels). **(B)** Microglia density was significantly increased in the str. oriens (sor), str. pyramidale (pcl) and str. radiatum (rad) following SCL while it remained unchanged in these layers after ECL. However, in the str. lacunosum-moleculare (lcm) microglia density was specifically increased following ECL but not SCL (n_control_ = 7 cultures, n_SCL_ = 9 cultures, n_ECL_ = 10 cultures, Kruskal-Wallis test followed by Dunn’s posthoc correction). Individual data points are indicated by colored dots. Values represent mean ± s.e.m. (*p < 0.05, **p < 0.01, ns - non significant difference).

### Chemogenetic pathway silencing

pAAV-hSyn-hM4D (Gi)-mCherry was a gift from Bryan Roth (Addgene viral prep #-50,475-AAV2; http://n2t.net/addgene:50475; RRID: Addgene_50,475; 7 × 10^12^ vg/ml, 1:4 diluted in PBS). AAV was injected into the CA3 region or the entorhinal cortex at 3–5 days *in vitro* using borosilicate glass pipettes (c.f. Lenz et al., 2019, 2022). Cultures were returned to the incubator immediately after injection and allowed to mature for at least 18 days in a humidified atmosphere with 5% CO_2_ at 35°C. Silencing was achieved by clozapine *N*-oxide treatment (CNO; 100 μM, 2 days; Tocris, #4936). Vehicle-only treatment (0.1% (v/v) DMSO) served as control in these experiments.

### Immunohistochemistry

Cultures were fixed in a solution of 4% (w/v) paraformaldehyde (PFA) in phosphate-buffered saline (PBS, 0.1 M, pH 7.4) and 4% (w/v) sucrose for 1 h. Fixed cultures were incubated for 1 h with 10% (v/v) normal goat serum (NGS) in 0.5% (v/v) Triton X-100-containing PBS to block non-specific staining. Whole tissue cultures were incubated with rabbit anti-Iba1 (1:1000; Fujifilm Wako, #019–19741) or mouse anti-DNA/RNA oxidative damage (8-hydroxyguanosine (oh8G); 1:1000; QED Bioscience, #12501), in PBS containing 10% (v/v) normal goat serum (NGS) and 0.1% (v/v) Triton X-100 at 4°C overnight. Cultures were washed and incubated for 3 h with appropriate secondary antibodies (1:1000, in PBS with 10% NGS or NHS, 0.1% Triton X-100; Invitrogen). DAPI nuclear stain (1:5000 in PBS for 10 min; Thermo Scientific, #62248) was used to visualize cytoarchitecture. Sections were washed, transferred onto glass slides and mounted for visualization with anti-fading mounting medium (DAKO Fluoromount).

Confocal images in immunostainings were acquired using a Leica SP8 confocal microscope equipped with a 20x (NA 0.75, Leica) or 40x (NA 1.3, Leica) objective lens. Detector gain and amplifier were initially set to obtain pixel intensities within a linear range.

### Posthoc-staining

Cultures were fixed in a solution of 4% (w/v) paraformaldehyde (PFA) in phosphate-buffered saline (PBS, 0.1 M, pH 7.4) and 4% (w/v) sucrose for 1 h. Fixed cultures were incubated for 1 h with 10% (v/v) normal goat serum (NGS) in 0.5% (v/v) Triton X-100-containing PBS. Biocytin filled cells were counterstained with Alexa 647-conjugated streptavidin (1:1000 in PBS with 10% NGS, 0.1% Triton X-100; Invitrogen, #S-32357) for 4 h and DAPI staining was used to visualize cytoarchitecture (1:5000 in PBS for 10 min; Thermo Scientific, #62248). Slices were washed, transferred, and mounted onto glass slides for visualization with anti-fading mounting medium (DAKO Fluoromount). Confocal images were acquired using a Leica SP8 confocal microscope equipped with a 20x objective lens (NA 0.75, Leica).

### Transmission electron microscopy

Tissue cultures were fixed in 4% paraformaldehyde (w/v) and 2% glutaraldehyde (w/v) in 0.1 M phosphate buffer (PB) overnight and washed for 1 h in 0.1 M PB. After fixation, tissue cultures were incubated with 1% osmium tetroxide for 20 min in 5% (w/v) sucrose containing 0.1 M PB. The slices were washed 5 times for 10 min in 0.1 M PB and washed in graded ethanol [10 min in 10% (v/v) and 10 min in 20% (v/v)]. The slices were then incubated with uranyl acetate (1% (w/v) in 70% (v/v) ethanol) overnight and subsequently dehydrated in graded ethanol 80% (v/v), 90% (v/v) and 98% (v/v) for 10 min. Finally, slices were incubated with 100% (v/v) ethanol two times for 15 min followed by two 15 min washes with propylene oxide. The slices were then transferred for 30 min in a 1:1 mixture of propylene oxide with durcupan and then for 1 h in durcupan. The durcupan was exchanged for fresh durcupan and the slices were transferred to 4°C overnight. The slices were then embedded between liquid release-coated slides and coverslips. Cultures were re-embedded in blocks and ultrathin sections were collected on copper grids. Electron microscopy was performed with a LEO 906E microscope (Zeiss) at 3596x magnification. Acquired images were saved as TIF-files and analyzed using the ImageSP Viewer software.^1^ Asymmetric spine synapses were identified and manually quantified by an investigator blind to experimental conditions and hypotheses.

### Whole-cell patch-clamp recordings of excitatory neurotransmission

Whole-cell voltage-clamp recordings from CA1 pyramidal neurons of slice cultures were carried out at 35°C (2–5 neurons per culture). The bath solution contained 126 mM NaCl, 2.5 mM KCl, 26 mM NaHCO_3_, 1.25 mM NaH_2_PO_4_, 2 mM CaCl_2_, 2 mM MgCl_2_, and 10 mM glucose. For EPSC recordings patch pipettes contained 126 mM K-gluconate, 4 mM KCl, 4 mM Mg-ATP, 0.3 mM Na_2_-GTP, 10 mM phosphocreatine, 10 mM HEPES, and 0.3% (w/v) biocytin (pH = 7.25 with KOH, 290 mOsm with sucrose) having a tip resistance of 4–6 MΩ. Cells were visually identified using an LN-Scope (Luigs and Neumann, Ratingen, Germany) equipped with infrared dot-contrast and a 40x water-immersion objective (NA 0.8, Olympus). Electrophysiological signals were amplified using a Multiclamp 700B amplifier, digitized with a Digidata 1550B digitizer, and visualized with the pClamp 11 software package. Spontaneous excitatory postsynaptic currents (sEPSCs) of CA1 pyramidal neurons were recorded in voltage-clamp mode at a holding potential of-60 mV. In chemogenetic silencing experiments, miniature EPSCs (mEPSCs) were recorded to avoid an increase of synaptic activity in silenced pathways. For mEPSC recordings, D-APV (10 μM; Abcam, #ab120003), tetrodotoxin (TTX, 0.5 μM; Biotrend, #18660–81-6) and bicuculline-methiodide (10 μM; Abcam, #ab120108) were added to the external solution and the holding potential was set to −70 mV. Series resistance was monitored before and after each recording and recordings were discarded if the series resistance reached ≥30 MΩ.

### Regional mRNA library preparation and transcriptome analysis

RNA library preparations for transcriptome analysis were performed using the NEBNext® Single Cell/Low Input RNA Library Prep Kit for Illumina® (New England Biolabs, #E6420) according to the manufacturer’s instructions. Briefly, isolation of the CA1 region from individual tissue cultures was performed from non-lesioned control, SCL and ECL cultures 3days after the lesion using a scalpel without collecting the scar tissue at the lesion site. The tissue of one single isolated CA1 region was transferred to 7.5 μl lysis buffer (supplemented with murine RNase inhibitor) and homogenized using a pestill. Samples were centrifuged for 30 s at 10,000 *g* and 5 μl of supernatant were collected from individual samples and further processed. After cDNA synthesis, cDNA amplification was performed according to the manufacturer’s protocol. The cDNA yield was subsequently analyzed by a High Sensitivity DNA assay on a Bioanalyzer instrument (Agilent). The amount of cDNA was adjusted to 10 ng for further downstream applications. After fragmentation and adaptor ligation, dual index primers (New England Biolabs, #E7600S) were ligated in a library amplification step using 10 PCR cycles. Libraries were finally cleaned up with 0.8X SPRI beads following a standard bead purification protocol. Library purity and size distribution were assessed with a High Sensitivity DNA assay on a Bioanalyzer instrument (Agilent). We quantified the libraries using the NEBNext Library Quant Kit for Illumina (New England Biolabs, #E7630) based on the mean insert size provided by the Bioanalyzer. A 10 nM sequencing pool (120 μl in Tris-HCl, pH 8.5) was generated for sequencing on the NovaSeq6000 sequencing platform (Illumina; service provided by CeGaT GmbH, Tübingen, Germany). We performed a paired-end sequencing with 150 bp read length. Data analysis was performed at the Galaxy platform (usegalaxy.eu; Galaxy and Galaxy, 2022). All files contained more than 10 M high-quality reads (after mapping to the reference genome mm10) with a phred quality of at least 30 (>90% of total reads).

### Time lapse imaging of dendritic spines in CA1 pyramidal neurons

Time lapse imaging of dendritic spines was performed in Thy1-eGFP tissue cultures at a Zeiss LSM800 microscope equipped with a 10x (NA 0.3; Carl Zeiss) and a 60x objective (NA 1.0; Carl Zeiss). Filter membranes with 3–6 cultures were placed in a 35 mm Petri Dish containing pre-warmed and-oxygenated imaging solution consisting of 50% (v/v) MEM, 25% (v/v) BME, 50 mM HEPES buffer solution (25%, v/v), 0.65% (w/v) glucose, 0.15% (w/v) bicarbonate, 0.1 mg/ml streptomycin, 100 U/ml penicillin, 2 mM glutamax, and 0.1 mM trolox. The cultures were kept at 35°C during the imaging procedure. Baseline imaging was performed immediately before applying SCL or ECL, respectively. Equally handled non-lesioned cultures served as control cultures. Laser intensity and detector gain were initially set to keep the fluorescent signal in a dynamic range throughout the experiment and were kept constant during time series. For each dendritic layer in the CA1 region, a z-stack containing multiple dendritic segments was recorded before lesion (day 0) with Δz = 0.4 μm at ideal Nyquist rate and an optical zoom of 1. After imaging, lesions were applied and cultures were returned to the incubator. The imaging procedure was repeated 3 days after the lesion (day 3) following the same experimental protocol with the same imaging parameters. Confocal image stacks were stored as .czi files.

### Quantification and statistics

In this study, we used age-matched organotypic entorhino-hippocampal tissue cultures of either sex in a prospective study design to elucidate SCL-and ECL-induced plasticity in the CA1 region with non-lesioned cultures serving as controls. Electrophysiological data were analyzed using pClamp 10.7 (Axon Instruments) software. EPSC properties were analyzed using the automated template search tool for event detection (Lenz et al., 2021).

Microglial density was assessed by counting immunostained microglia manually in defined dendritic layers. The fluorescence signal of immunostained oxRNA was assessed in dendritic layers of the CA1 region in single-plane images. To avoid the detection of somatic signals, the regions of interest (ROIs) were placed in areas that did not contain any nuclei or somata. All analyses using immunohistochemistry were performed by investigators blind to experimental conditions.

Dendritic spine density was determined by the automated detection tool ‘Spine Density Counter’ (Mighty-Data-Inc/dendritic-spine-counter: Dendritic Spine Counter v1.4.1 (v1.4.1). Zenodo. DOI: 10.5281/zenodo.6712248) in the Fiji software environment. Z-stacked fluorescent images were projected at maximum intensity to create a 2D representation of individual dendritic segments. ImageJ plugin ‘Spine Density Counter’ was used to detect spines, count spine numbers, measure segment length and to subsequently calculate spine density. For one dendritic segment imaged at different time points, special attention was paid to ensure that the same starting and ending points at the respective segment were used; the same pixel resolution was applied in the algorithm for spine detection in all images. Posthoc visual inspection was applied to ensure the spine detection results were not strongly-biased. Both raw spine density and normalized spine density to baseline were used in the analysis.

Synaptic degeneration was analyzed in electron micrographs of the dendritic layers in the CA1 region. Membrane disintegration, swelling and the extensive loss of synaptic vesicles were considered as signs for degeneration. Analysis was performed manually by an investigator blind to experimental conditions.

RNA sequencing data were uploaded to the galaxy web platform (public server: usegalaxy.eu; Afgan et al., 2016, 2018; Jalili et al., 2020) and transcriptome analysis was performed using the Galaxy platform in accordance with the reference-based RNA-seq data analysis tutorial (Batut et al., 2021). Adapter sequences, low quality, and short reads were removed *via* the CUTADAPT tool (Galaxy version 3.5 + galaxy0). Reads were mapped using RNA STAR (Galaxy version 2.7.8a + galaxy0) with the mm10 full reference genome (Mus musculus). The evidence-based annotation of the mouse genome (GRCm38), version M25 (Ensembl 100) served as gene model (GENCODE). For an initial assessment of gene expression, unstranded FEATURECOUNT (Galaxy version 2.0.1 + galaxy2) analysis was performed from RNA STAR output. Only samples that contained >60% uniquely mapping reads (feature: “exon”) were considered for further analysis. Genes with a low number of mean reads (base mean < 150 counts) were excluded from further analysis. Read counts were further analyzed using DESeq2. The functional enrichment analysis was performed using g:Profiler (version e107_eg54_p17_bf42210) with g:SCS multiple testing correction method applying significance threshold of 0.05 (Raudvere et al., 2019). Gene sets with 50–500 terms were considered for illustration.

Data were statistically analyzed using GraphPad Prism 9 (GraphPad software, USA). For statistical comparison of two unpaired experimental groups, a Mann–Whitney test was applied. For statistical comparison of two paired experimental groups (time-lapse imaging data sets), we used the Wilcoxon matched-pair signed rank test in normalized and non-normalized data. For the evaluation of data sets with three experimental groups, a Kruskal-Wallis test followed by Dunn’s posthoc correction was applied. Amplitude/frequency plots were statistically assessed by the repeated measure (RM) two-way ANOVA test with Sidak’s (two groups) multiple comparisons test. mEPSC frequency values from individual cells were stacked in subcolumns and mEPSC amplitude bins defined tabular rows (COLUMN factor: treatment; ROW factor: amplitude bin). *p*-values <0.05 were considered statistically significant (*p < 0.05, **p < 0.01, ***p < 0.001). The n-numbers are provided in the figure legends. Results that did not yield significant differences were designated ‘ns’. Statistical differences from RM-two-way ANOVA test in XY-plots were indicated in the legend of the figure panels (*) when detected through multiple comparisons. In the text and figures, values represent the mean ± standard error of the mean (s.e.m.).

### Data and material availability

Source data with statistical evaluations for each figure are provided on the Dryad data repository.^2^ Raw data (.fastq-files) used for transcriptome analysis are available at the Gene Expression Omnibus; accession number GSE223096. Original data are available from the corresponding authors upon reasonable request.

### Digital illustrations

Confocal image stacks were stored as TIF-files. Figures were prepared using the ImageJ software package^3^ and Photoshop graphics software (Adobe, San Jose, CA, USA). Image brightness and contrast were adjusted.

## Results

### Microglia accumulation in the denervated layers after SCL and ECL

SCL and ECL were performed in three-week old mouse organotypic entorhino-hippocampal tissue cultures using a sterile scalpel (Figure 1). After 3 days, Iba1-positive microglia delineated the lesion sites and accumulated in the denervated CA1 layers (Figure 1A). SCL triggered a significant increase in microglia numbers in the stratum oriens (sor), stratum pyramidale (pcl) and stratum radiatum (rad). In contrast, microglia density increased significantly in stratum lacunosum-moleculare after ECL (lcm; Figure 1B; c.f. Kleidonas and Vlachos, 2021). We concluded that both SCL and ECL triggered microglia accumulation in the denervated regions.

### Degeneration of presynaptic boutons in the denervated layers after SCL and ECL

Ultrastructural properties of CA1 synapses were assessed under control conditions and 3 days after SCL and ECL (Figure 2). Consistent with a lesion-induced loss of excitatory input, signs of presynaptic degeneration at asymmetric synapses (i.e., membrane disintegration, swelling and loss of synaptic vesicles) were observed in the denervated layers (Figure 2A). The number of degenerating presynaptic boutons in sor and rad significantly increased after SCL (Figure 2B). In contrast, presynaptic boutons degenerated in lcm after ECL, with sor and rad unaffected. These findings corroborated the *in vivo*-like fiber-and cytoarchitecture of entorhino-hippocampal tissue cultures (c.f. Lenz et al., 2022) and correlated well with the pathway-specific accumulation of microglia in the denervated layers (Figure 1). Notably, symmetric (inhibitory) synapses were unaffected 3 days after SCL and ECL (Figure 2C; c.f. Dinocourt et al., 2011; Lenz et al., 2019).

**Figure 2:**
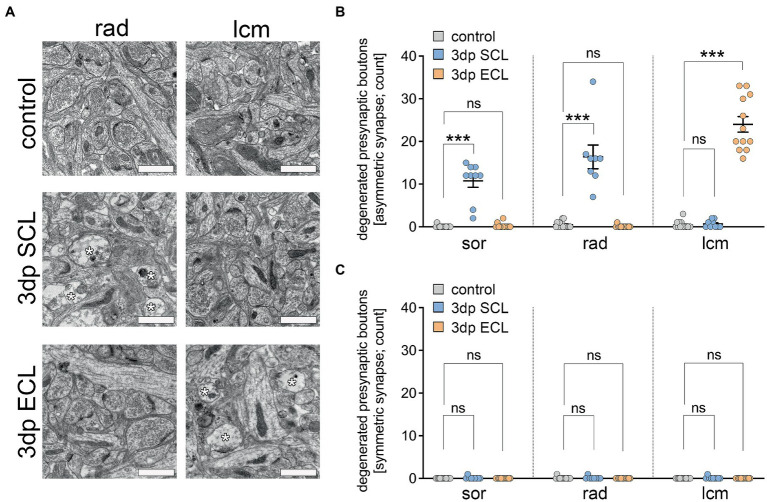
SCL and ECL lead to layer-specific degeneration of asymmetric synapses in the CA1 region. **(A)** Transmission electron microscopy was used to visualize a layer-specific degeneration of asymmetric synapses (membrane disintegration, swelling, loss of synaptic vesicles; white asterisks) in the CA1 region of entorhino-hippocampal tissue cultures. Scale bar, 1 μm. **(B)** Following SCL, a significant degeneration of presynaptic boutons of asymmetric synapses was evident in both str. oriens (sor) and str. radiatum (rad) but not in the str. lacunosum-moleculare (lcm). However, following ECL reversed effects were observed, e.g., a degeneration of asymmetric synapses in the lcm but not in either sor or rad (upper panel, n_control_ = 15 images, n_SCL_ = 9 images, n_ECL_ = 12 images from 3 cultures each, Kruskal-Wallis test followed by Dunn’s posthoc correction; in rad (SCL), one image was excluded from analysis due to preparation artifacts). **(C)** In presynaptic boutons of symmetric synapses no degeneration was detectable following either SCL or ECL (lower panel, n_control_ = 15 images, n_SCL_ = 9 images, n_ECL_ = 12 images from 3 cultures each, Kruskal-Wallis test followed by Dunn’s posthoc correction; in rad (SCL), one image was excluded from analysis due to preparation artifacts). Individual data points are indicated by colored dots. Values represent mean ± s.e.m. (***p < 0.001, ns - non significant difference).

### Reduction in dendritic spine numbers in the denervated layers after SCL and ECL

We used time-lapse imaging of dendrites of CA1 pyramidal neurons in Thy1-eGFP cultures and assessed the denervation-induced changes in dendritic spine numbers (Figure 3A; c.f. Vlachos et al., 2012, 2013b; Bissen et al., 2021). Confocal image stacks were obtained from dendritic segments in sor, rad, and lcm in non-lesioned control cultures and shortly before SCL or ECL. Three days later, the same dendritic segments were re-identified, and changes in dendritic spine number were analyzed (Figure 3B). Spine numbers were stable under control conditions in rad and lcm, while a slight increase was observed in sor over time (Figure 3C). Dendritic spine numbers decreased after the lesions in all layers over time, irrespective of the lesioned pathway (Figure 3C). However, differences in the layer-specific endpoints of synaptic degeneration were observed. While SCL led to a significantly stronger decrease in spine density in rad compared to ECL, only ECL led to a significant loss of dendritic spines in lcm compared to the experimental endpoints in non-lesioned controls (Figure 3C). We concluded that SCL and ECL triggered similar events in different denervated layers, i.e., degeneration of excitatory boutons, microglia accumulation, and dendritic spine remodeling.

**Figure 3:**
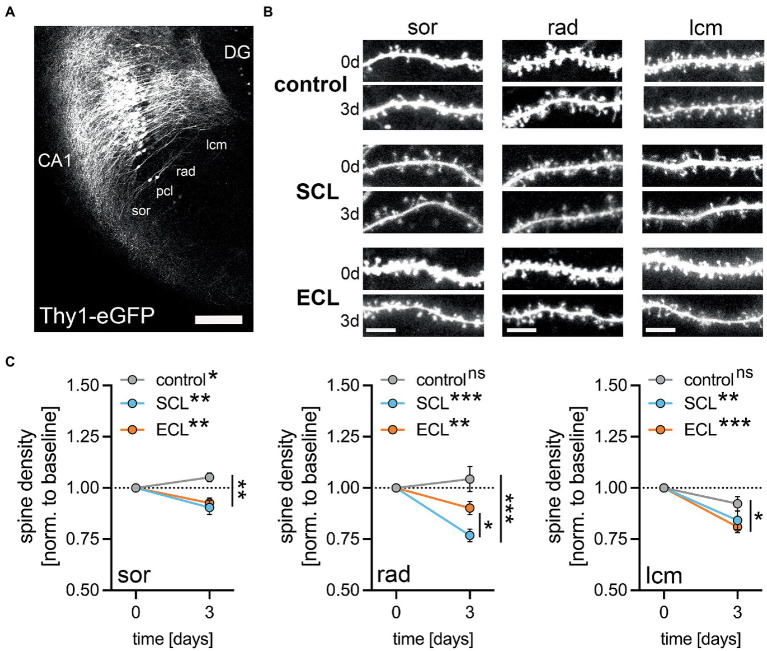
Lesion is accompanied by a loss of dendritic spines in CA1 pyramidal neurons. **(A)** CA1 region of an entorhino-hippocampal tissue culture from Thy1-eGFP mice (DG, dentate gyrus; sor, str. oriens; pcl, str. pyramidale; rad, str. radiatum; lcm, str. lacunosum-moleculare). Scale bar, 200 μm. **(B)** Layer-specific time-lapse images of CA1 dendrites at day 0 (0d) and day 3 (3d) following SCL or ECL, respectively. Scale bar, 5 μm. **(C)** Both SCL and ECL lead to a significant, yet layer-unspecific, decrease in spine density in hippocampal CA1 neurons. However, the magnitude of spine loss in rad showed significant differences between the lesions, where SCL caused a more prominent reduction than ECL (*p* = 0.02; sor: n_control_ = 37 dendritic segments, n_SCL_ = 24 dendritic segments, n_ECL_ = 34 dendritic segments, rad: n_control_ = 23 dendritic segments, n_SCL_ = 29 dendritic segments, n_ECL_ = 21 dendritic segments, lcm: n_control_ = 15 dendritic segments, n_SCL_ = 11 dendritic segments, n_ECL_ = 20 dendritic segments, Wilcoxon matched-pair signed rank test for time-dependent changes and Kruskal-Wallis test followed by Dunn’s posthoc correction for endpoint comparisons). Values represent mean ± s.e.m. (*p < 0.05, **p < 0.01, ***p < 0.001, ns - non significant difference).

### Transcriptomic changes in CA1 after SCL and ECL

To gain a better understanding of lesion-induced compensatory changes in the CA1 region at the molecular level, we conducted transcriptome analysis of the CA1 region to assess the commonalities and differences between transcriptomic profiles in non-lesioned controls and 3 days after SCL and ECL (Figure 4). 

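RNA was sequenced from 13 CA1 regions, each isolated from a single tissue culture of wildtype mice grown for at least 18 days in vitro. There were 5 non-lesioned controls, 4 cultures 3 days after SCL and 4 cultures 3 days after ECL. SCL severs the axons from CA3 to CA1, and ECL severs the input from the entorhinal cortex. The titles of the libraries and the paper name the CA1 region as the tissue, while the protocol text kept with the libraries speaks of the dentate gyrus. The libraries are treated here as CA1. cDNA was amplified from polyadenylated RNA with a kit for single cells and low inputs, and the libraries were read on a NovaSeq6000. The authors trimmed the reads with CUTADAPT, mapped them with RNA STAR to mm10, and counted them per gene with FEATURECOUNT on the GENCODE M25 gene models without regard to strand. The deposited values are these raw counts for 55291 gene symbols, without normalization. Total counts lay between 14371152 and 21092612 in the control libraries (median 18225356) and between 20210165 and 46449937 after ECL (median 23291778). The 4 SCL libraries held 29612118, 56786613, 37933935 and 16405517 counts. The paper reports more than 10 M mapped reads for every file; all values given here rest on the counts assigned to genes. Control totals were 0.656 times those after ECL as a ratio of geometric means (two-sided exact permutation test, p = 0.0159, adjusted p = 0.0381 by Benjamini-Hochberg over 12 tests of library measures). They were 0.548 times those after SCL (exact permutation test, p = 0.0476, adjusted p = 0.0571), where 5 against 4 libraries allow no p under 0.00794. Each lesion was compared with the controls in a fit of its own by edgeR's quasi-likelihood test, with TMM scaling over the genes tested, Benjamini-Hochberg adjustment and a mean normalized count of at least 150, the minimum the authors also applied. In a principal component analysis of all libraries, the first component held 48.7% of the variance and ran from -75.6 to -18.5 in the controls and from 4.49 to 38.1 in the lesioned cultures. The sex entered for each culture in the column headings matched the expression of Xist and of Y-linked genes in 13 of 13 libraries. It was unbalanced between groups, with 2 male and 3 female controls, 1 male and 3 female SCL cultures, and 3 male and 1 female ECL cultures. Neither the labels nor the paper gives a sequencing batch or date, so that no comparison within batches could be made.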

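Of 11733 genes tested after SCL, 2891 had an adjusted p-value under 0.05 (1529 higher and 1362 lower than in controls), and 4523 had an unadjusted p-value under 0.05, where chance alone gives 587. Of 11392 genes tested after ECL, 3139 passed the same threshold (1722 higher and 1417 lower), and 4576 had an unadjusted p-value under 0.05, where chance gives 569.6. The normalized counts of lesioned and control libraries did not overlap for 2279 of the genes called after SCL and 2450 of those called after ECL. Among all genes tested, 2746 and 2855 showed no overlap, while chance gives 1.59%. Testing every symbol with at least 1 count in the fit moved these numbers most, to 5390 genes after SCL and 8034 after ECL. Leaving out SCL replicate 3 lowered the number called after SCL to 1672, and leaving out SCL replicate 2 lowered it to 1904. With TMM factors taken from all symbols in place of the genes tested, the median log2 fold change of the tested genes moved from 0.01 to 0.21 after SCL and from -0.01 to 0.18 after ECL. The share of called genes that were higher rose from 52.9% to 80.9% and from 54.9% to 78.0%. Fold changes are given relative to the genes tested.
Egr2, an immediate early transcription factor on chromosome 10 of GRCm38 from 67535475 to 67542188, had 2379 ± 822 normalized counts in controls (SD, n = 5), 73.4 ± 31.5 after SCL (n = 4) and 116 ± 42.8 after ECL (n = 4). Its log2 fold change was -4.98 after SCL (standard error 0.37, adjusted p = 1.44e-05 from edgeR's quasi-likelihood test) and -4.32 after ECL (standard error 0.33, adjusted p = 1.25e-05, same edgeR test). Ier2 on chromosome 8 from 84661331 to 84662852 fell from 1878 ± 388 to 229 ± 40.7 after SCL (log2 fold change -3.02, adjusted p = 7.59e-06, edgeR) and to 255 ± 54.8 after ECL (-2.86, adjusted p = 1.25e-05). Gm47088, a predicted gene without an assigned product on chromosome 13 from 93317427 to 93319065, fell by 3.38 and by 2.63 on the log2 scale. Egr1, Egr4, Arl4d, Dusp1 and the mitochondrial 12S rRNA gene mt-Rnr1 had log2 fold changes between -2.68 and -1.80 after SCL and between -2.68 and -1.52 after ECL, all with adjusted p-values under 0.05. Cox6b2, a cytochrome c oxidase subunit gene on chromosome 7 from 4751792 to 4753094, rose from 70.0 ± 23.4 to 652 ± 282 after SCL (log2 fold change 3.23, adjusted p = 0.000260, edgeR). After ECL it rose to 444.5 ± 269.6 (2.68, adjusted p = 0.000558, edgeR). Spc25, a kinetochore gene on chromosome 2 from 69193895 to 69206194, rose from 225 ± 23.5 to 819 ± 155 after SCL (log2 fold change 1.89, adjusted p = 0.000172, edgeR). After ECL it rose to 426 ± 115 (0.94, adjusted p = 0.00817, edgeR), a call that was lost in 1 of 26 alternatives.
After ECL, Atp6v0c, Eno1b and Yif1b had log2 fold changes of 3.52, 4.36 and 3.19 (largest adjusted p = 2.09e-05, edgeR), and Atp6v0c-ps2, a pseudogene of Atp6v0c, had 3.16. Only 25.9% of the 100-base stretches of Eno1b and 26.3% of those of Atp6v0c-ps2 occur once in the annotated transcripts, and 26.5% of the exon bases of Yif1b are shared with 2200002D01Rik on the opposite strand. The counts of these genes are therefore uncertain. After SCL, Atp6v0c, Eno1b and Atp6v0c-ps2 had log2 fold changes of 2.78, 3.52 and 2.55, and Yif1b was under the mean minimum. Gm22714, Gm10801, Gm21738 and Ccdc85c had log2 fold changes between -4.32 and -3.36 after ECL and between -2.57 and -2.27 after SCL. Gm10801 and Gm21738 are annotated over satellite-like repeats. Gene families silent in brain took 7.46 times the share of counts in controls that they took after ECL, and 5.19 times that after SCL. Reads from genomic DNA in the control libraries are thus a candidate explanation for the falls of Gm10801 and Gm21738. For Gm10801 the value after SCL was -3.91 without SCL replicate 4, whose count of 3335 lay far above the other SCL libraries. Gm21738 had a count of 3191 in the same library (others 389 to 580). Its value after SCL reached -3.88 in the fits that each left out one library. The calls of Gm10801 and Gm21738 after SCL were each lost in 2 of 26 alternatives. The largest rises among genes with no overlap between groups were those of Ccnb2 (3.25), Cox6b2 and Tspan31 (2.95) after SCL, where 29.2% of the exon bases of Tspan31 overlap Cdk4, and those of Eno1b, Gm10698 (3.71) and Gm5499 (3.69) after ECL. Gm10698 and Gm5499 are pseudogenes of which 0% and 57.5% of 100-base stretches occur once.

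**Figure D1:**
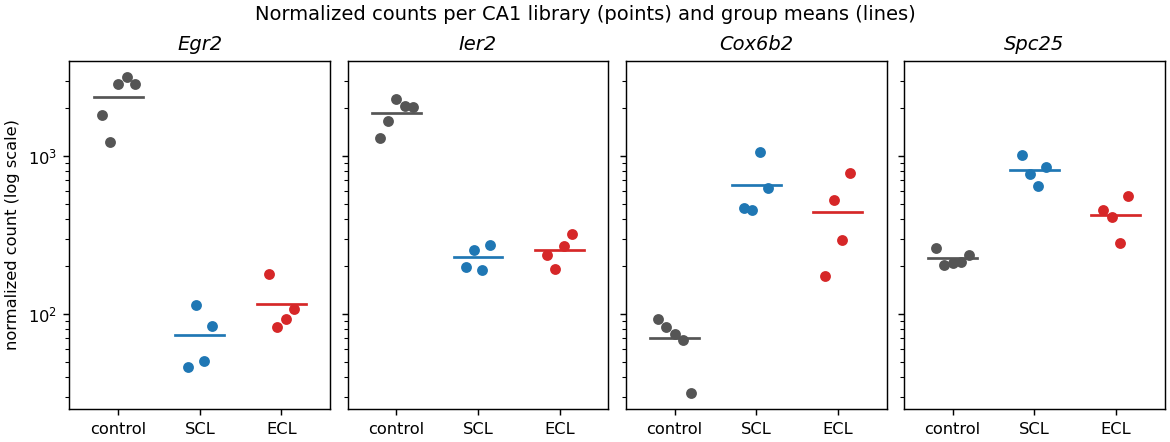
Normalized counts of Egr2, Ier2, Cox6b2 and Spc25 on a log scale in each CA1 library (points) with group means (lines), for 5 control, 4 SCL and 4 ECL cultures. Egr2 lies between 1218 and 3169 in controls and at or below 178 in every lesioned library, and Spc25 lies between 642 and 1011 after SCL and between 282 and 559 after ECL.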

Several differentially expressed genes were identified in the SCL and ECL groups (Figures 4A,B) compared to non-lesioned controls (further details provided in Supplementary Tables S1, S2). In total, a number of 1988 genes were commonly regulated after SCL and ECL, while 870 genes were specifically regulated after ECL and 810 genes were identified that changed after SCL only (Figure 4C; Supplementary Tables S3–S5). 

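In the counts analysed here, 2097 genes were called after both lesions (1190 higher and 907 lower), 1042 after ECL only (532 higher and 510 lower) and 794 after SCL only (339 higher and 455 lower). If the calls of the 2 comparisons were independent over the 11364 genes tested in both, 779.6 genes would be shared. Of the 1988 genes of Table S3, 1747 were also called after both lesions. Of the 810 genes of Table S4, 475 were called after SCL only, 150 after both and 181 after neither. Of the 870 genes of Table S5, 629 were called after ECL only, 105 after both and 135 after neither. Both comparisons share the 5 controls, which by itself favours equal signs. Of 1027 genes called after ECL only and tested after SCL, 1015 (98.8%) had the same sign there and 558 had an unadjusted p-value under 0.05, with a median log2 change in the direction of the call of 0.46 after SCL and 0.72 after ECL. Of 739 genes called after SCL only and tested after ECL, 729 (98.6%) had the same sign and 376 had an unadjusted p-value under 0.05, with medians of 0.38 after ECL and 0.62 after SCL. In the direct comparison of both lesions, 218 of 1040 ECL-only genes (21.0%) and 152 of 782 SCL-only genes (19.4%) had an unadjusted p-value under 0.05. Among all genes of that comparison, 918 of 12478 had one. The genes of both classes were chosen in the same lesioned libraries for passing after one lesion only. This choice by itself favours small p-values between the lesions, so these shares do not show that the classes differ. The size of each class rested on single libraries. The number called after both lesions was 1300 without SCL replicate 3. The number after ECL only was 474 without ECL replicate 4, 622 without ECL replicate 2, 1570 without SCL replicate 1 and 1839 without SCL replicate 3. The number after SCL only was 314, 372 and 404 without SCL replicates 2, 3 and 1 and 1271 and 1282 without ECL replicates 4 and 1. When each lesion was given its own controls, over all 20 divisions of the 5 controls into 2 and 3, a median of 733.5 genes (18 to 1402) was called after both lesions, 1240.5 after ECL only and 744.5 after SCL only. The median share with the same sign after the other lesion was then 96.6% of the ECL-only genes (85.9% to 99.1%) and 95.4% of the SCL-only genes (87.5% to 100%, the latter of 2 genes).

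**Figure D2:**
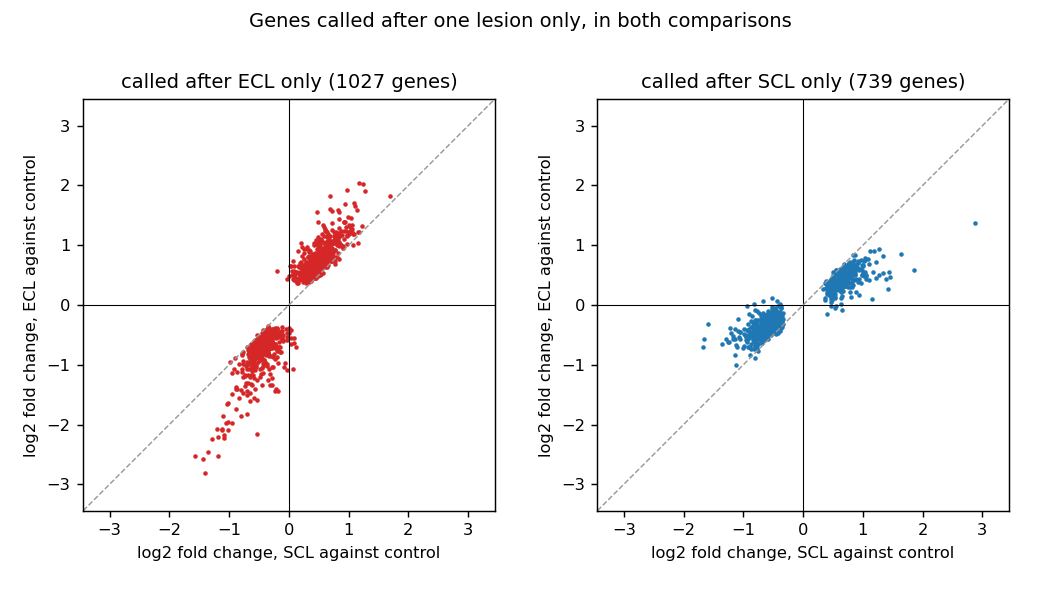
Log2 fold change against control after SCL (horizontal axis) and after ECL (vertical axis) of each gene called after ECL only (left) or after SCL only (right) and tested after both lesions; the dashed line marks equal changes. Of the ECL-only genes 98.8% and of the SCL-only genes 98.6% lie in the quadrants of equal sign.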

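Across the genes tested after both lesions, the log2 fold changes after SCL and ECL had a Pearson correlation of 0.913 and a Spearman correlation of 0.902, and 86.9% had the same sign. Genes are not independent replicates, so no p-value is given. Since both lesions are set against the same 5 controls, unchanged groups with shared controls were simulated, which gave a median correlation of 0.446 (0.413 to 0.480 in 20 simulations) and 64.9% equal signs. With separate controls for each lesion, the median correlation was 0.785 (0.628 to 0.833) and 78.1% of signs were equal. With the 5 controls shared, which favours equal signs, no gene was called in both comparisons with opposite signs, including when each of the 13 libraries was left out in turn. Among 3398 genes with an unadjusted p-value under 0.05 in both comparisons, 1 changed in opposite directions. This gene, 2900052N01Rik, named here after its values were seen, is a long non-coding RNA on chromosome 9 of GRCm38 from 46913493 to 46927366, with log2 fold changes of 0.47 after SCL (adjusted p = 0.0681, edgeR) and -0.44 after ECL (adjusted p = 0.0893).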

Notably, no discordantly regulated genes were identified among the commonly regulated genes 3 days after the lesions (Figure 4D). To identify the structural and functional targets of lesion-induced transcriptomic changes, we performed a gene set enrichment analysis (Figures 4E,F). This involved identifying relevant targets based on the number of differentially expressed genes in distinct gene ontology terms. 

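Lists of genes were set against all other genes tested with limma's camera at a preset correlation of 0.01 between genes, adjusted by Benjamini-Hochberg over 18 lists per comparison. Nuclear genes of the mitochondrial ribosome had a median log2 fold change of 0.46 after SCL (68 of 77 higher, limma camera adjusted p = 2.00e-09) and 0.55 after ECL (64 of 76 higher, limma camera adjusted p = 1.29e-09). Over all genes tested, 36 members were called higher and 1 lower after SCL and 40 higher and 3 lower after ECL. Adjusted over the list alone, 46 members were called after each lesion. Nuclear genes of the respiratory chain and ATP synthase had a median of 0.40 after SCL (71 of 85 higher, limma camera adjusted p = 1.59e-06; 29 called higher and 2 lower, and 42 called when adjusted over the list alone). After ECL their median was 0.25 (57 of 84 higher, limma camera adjusted p = 0.00625; 26 called higher and 12 lower, and 46 when adjusted over the list alone). Antioxidant and peroxidase genes had medians of 0.50 after SCL (36 of 41 higher, limma camera adjusted p = 2.98e-07; 21 called higher and 1 lower, 25 adjusted over the list alone) and 0.70 after ECL (34 of 41 higher, limma camera adjusted p = 3.29e-08; 24 and 2 called, 26 adjusted over the list alone). Among the genes called after both lesions, mitochondrial ribosomal genes took 34 of 76 members (44.7%, against 18.5% of all genes tested in both; one-sided Fisher's exact test, adjusted p = 1.05e-06 over lists) and antioxidant genes 22 of 41 (53.7%, Fisher's exact test, adjusted p = 2.51e-06), while respiratory chain genes took 22 of 84 (adjusted p = 0.149 by the same exact test). Estimating the correlation between genes for each list moved the tests of the mitochondrial ribosomal genes most, to adjusted p-values of 0.151 after SCL and 0.152 after ECL. Of the lists called by camera, all 12 after SCL and all 11 after ECL were also called by limma's fry. With the estimated correlation, 5 of the 12 held after SCL (immediate early, microglia core, cell cycle, microglia homeostatic and postsynaptic density genes) and 0 of the 11 after ECL, where 5 lists had an unadjusted p-value under 0.05. An offset for gene length and GC content lowered the median of the mitochondrial ribosomal genes to 0.37 after SCL and 0.45 after ECL and that of the antioxidant genes to 0.32 after either lesion, with adjusted camera p-values under 0.05. The respiratory chain genes had medians of 0.12 and, with a change of sign, -0.01 under this offset (limma camera adjusted p = 0.294 and 0.391). Mrpl20, a gene of the large mitochondrial ribosomal subunit on chromosome 4 of GRCm38 from 155802878 to 155809975, had 2740 ± 598 normalized counts in controls (SD, n = 5), 5569 ± 917 after SCL and 5927 ± 493 after ECL (n = 4 each), log2 fold changes of 1.05 (adjusted p = 0.00250, edgeR) and 1.14 (adjusted p = 0.000380). Atp5k, a subunit of the ATP synthase on chromosome 5 from 108433244 to 108434448, had a log2 fold change of -0.22 after SCL (adjusted p = 0.497, edgeR) and -1.41 after ECL (adjusted p = 0.000202), a difference between the lesions of -1.18 that was not past the threshold when tested directly (adjusted p = 0.302, edgeR).

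**Figure D3:**
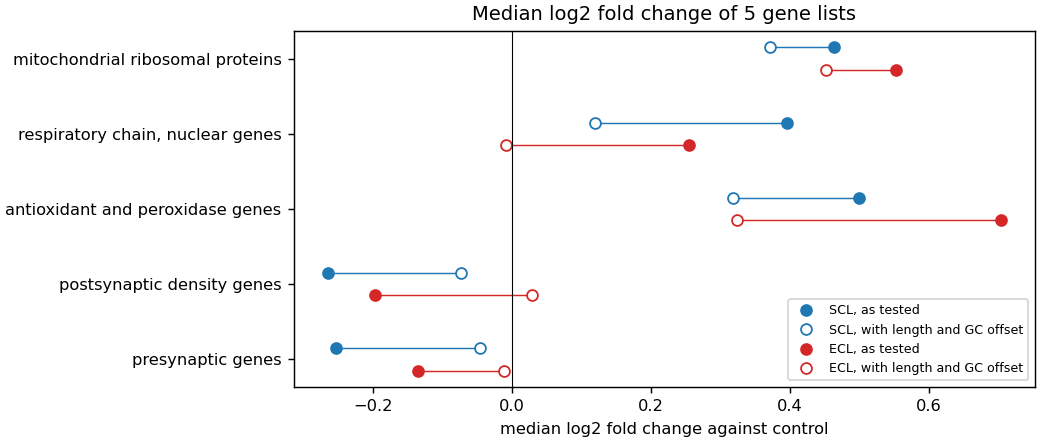
Median log2 fold change against control of 5 lists of genes after SCL and ECL (horizontal axis), as tested (filled points) and with the length and GC offset (open points); lines join the pairs. With the offset the respiratory chain and postsynaptic density medians after ECL change sign, while the median of the tested genes after ECL moves to 0.04. With TMM factors from all symbols, not drawn, which raise the tested genes as a whole, the postsynaptic density and presynaptic medians after ECL turn positive.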

The analysis of significantly regulated common gene sets showed that SCL and ECL induced distinct clusters related to mitochondrial function and oxidative stress (Figure 4E). Furthermore, the enrichment analysis of lesion-specific changes in gene expression revealed substantial differences (Figure 4F): SCL caused specific changes related to oxidative modifications, whereas ECL caused specific enrichment in synapse-related terms. These observations suggest lesion-specific effects on synaptic transmission. However, when we considered all differentially expressed genes, we found that synapse-related genes were enriched after both SCL and ECL (Supplementary Figure S1). 

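The terms of the paper's enrichment tool were not used here, and lists fixed beforehand stand in for them, with the genes tested after both lesions as background and one-sided Fisher's exact tests adjusted over 18 lists. Of the genes called after ECL only, 5 belonged to the 71 postsynaptic density genes tested (7.04% of the list, against 9.04% of the background; adjusted p = 1 by Fisher's exact test) and 5 to the 42 presynaptic genes (11.9%; adjusted p = 1 by the same exact test). The list with the smallest p-value among them was that of nuclear respiratory chain genes, 16 of 84 (19.0%, Fisher's exact test, unadjusted p = 0.00315, adjusted p = 0.0566), and no list had an adjusted p-value under 0.05, while 2 lists, the respiratory chain and the cytosolic ribosomal proteins, had an unadjusted one. With the genes called in either comparison as background, the cytosolic ribosomal proteins took 14 of 23 members among the ECL-only genes (60.9%, Fisher's exact test, adjusted p = 0.00731). Of the genes called after SCL only, 9 were respiratory chain genes (10.7%, against 6.50% of the background; adjusted p = 0.340 by Fisher's exact test) and 9 were postsynaptic density genes (12.7%; unadjusted p = 0.0398, adjusted p = 0.197, same exact test). All 22 antioxidant genes called after SCL were also called after ECL. Cell cycle genes took 8 of 19 members among the SCL-only genes (42.1%, Fisher's exact test, adjusted p = 0.000220) and microglia homeostatic genes 4 of 10 (adjusted p = 0.0244, exact test, and 0.358 with the genes called in either comparison as background); 6 members of the cell cycle list had been seen in Table S4 or Fig. 4A before the list was written. The share of postsynaptic density genes among the SCL-only genes passed the threshold in the fit without ECL replicate 4 (adjusted p = 0.0405, Fisher's exact test).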

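Among all genes called after SCL, 22 of 71 postsynaptic density genes were found (31.0%, against 25.0% of the genes tested after both lesions; one-sided Fisher's exact test, adjusted p = 0.244) and 8 of 42 presynaptic genes (adjusted p = 0.965 by the same exact test). Among all genes called after ECL the lists took 18 of 71 (25.4%, against 27.5%; adjusted p = 0.900, Fisher's exact test) and 13 of 42 (adjusted p = 0.593, exact test). As sets, the postsynaptic density genes were lower after SCL, with a median log2 fold change of -0.26 (54 of 74 lower; limma camera adjusted p = 1.95e-05, fry adjusted p = 0.000328). After ECL their median was -0.20 (48 of 71 lower; limma camera adjusted p = 0.0143, fry adjusted p = 0.0447), which turned to 0.01 with TMM factors from all symbols, a scaling that raised the tested genes as a whole. Without ECL replicate 1 the unadjusted p-value of limma's camera after ECL moved from 0.00793 to 0.0530. Of the members, 22 were called lower and none higher after SCL, and 15 lower and 3 higher after ECL; adjusted over the list alone, 22 and 18 were called. The presynaptic genes had a median of -0.25 after SCL (26 of 42 lower, limma camera adjusted p = 0.00574; 8 called lower). After ECL it was -0.13 (limma camera adjusted p = 0.0452; 10 called lower and 3 higher), turning to 0.06 with the same factors, under which it stays below the median of the tested genes. The presynaptic p-value after ECL was above 0.05 in 5 of 9 fits that each left out one library, and reached 0.104 without control replicate 3. With the length and GC offset, the postsynaptic median was -0.07 after SCL and, with a change of sign, 0.03 after ECL (limma camera, unadjusted p = 0.0377 and 0.565). The offset also moved the median of the tested genes to 0.04 after either lesion, so that the postsynaptic median after ECL stayed below it. The presynaptic medians were -0.05 and -0.01 (limma camera adjusted p = 0.118 and 0.259).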

We concluded that SCL and ECL induced complex transcriptomic changes with several concordantly regulated genes (including synapse-related genes). Additionally, lesion-specific differences were observed, suggesting that pathway-specific transcriptomic changes occured after SCL and ECL that reflect distinct functional states of synapses and networks. 

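The synapse-related genes with the smallest adjusted p-values fell after both lesions. Shank1, a scaffold of the postsynaptic density on chromosome 7 of GRCm38 from 44310253 to 44360572, had 943 ± 231 normalized counts in controls (SD, n = 5), 421 ± 105 after SCL and 305 ± 125 after ECL (n = 4 each). Its log2 fold change was -1.14 after SCL (standard error 0.22, adjusted p = 0.00437 from edgeR's quasi-likelihood test) and -1.61 after ECL (standard error 0.26, adjusted p = 0.000840, same edgeR test). Iqsec1, a postsynaptic exchange factor on chromosome 6 from 90656088 to 90988685, fell from 2195 ± 539 to 997 ± 184 and 952 ± 175 (log2 fold changes -1.11 and -1.19, adjusted p = 0.00288 and 0.000961, edgeR). Of the presynaptic genes, Nrxn3 on chromosome 12 from 88722876 to 90334935 fell from 10372 ± 1219 to 4985 ± 1225 and 4800.1 ± 590.6 (-1.03 and -1.09, adjusted p = 0.00239 and 0.000227, edgeR). Erc1 on chromosome 6 from 119570796 to 119848167 fell from 2088 ± 347 to 845 ± 80.0 and 1004 ± 155 (-1.28 and -1.04, adjusted p = 0.000810 and 0.000686, edgeR). These 4 genes share between 3.22% and 11.8% of their exon bases with a gene on the opposite strand, which counting without regard to strand cannot separate. Across the 26 alternatives the fold changes of the 4 genes stayed negative and their adjusted p-values under 0.05. None of them differed between the lesions when tested directly, with log2 differences between -0.47 for Shank1 and 0.25 for Erc1 (smallest adjusted p = 0.748, edgeR).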

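The libraries of both lesions were also compared with each other, in a fit of the 4 ECL and 4 SCL cultures over 12478 genes. No gene had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test (smallest adjusted p = 0.171). An unadjusted p-value under 0.05 was found for 918 genes, where chance gives 623.9 for independent genes. Of the 35 splits of these libraries, 10 reached 918, the real split among them, so that chance may suffice for the excess. Without the filter on the mean count, 217 genes were called. Leaving out SCL replicate 3 gave 54 genes and leaving out ECL replicate 4 gave 2, while the other 6 fits that each left out one library gave 0. DESeq2's Wald test called 71 genes, and 51 with the mean minimum applied after the adjustment. It called 95 with a sex term and a fold-change prior, a design chosen after seeing the data. The number of genes that differ thus depends on the tool. Called in one comparison with controls and not in the other does not by itself show that a gene differed between SCL and ECL. The paper concludes that the lesions bring complex changes in the transcriptome, in which several genes move the same way after both. From the genes called after one lesion only and the terms enriched among them, it proposes pathway-specific transcriptomic changes that reflect distinct states of synapses and networks.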

We followed up on these findings by testing for the induction of homeostatic synaptic plasticity and assessing denervation-induced oxidative changes, i.e., RNA oxidation, 3 days after SCL and ECL.

**Figure 4:**
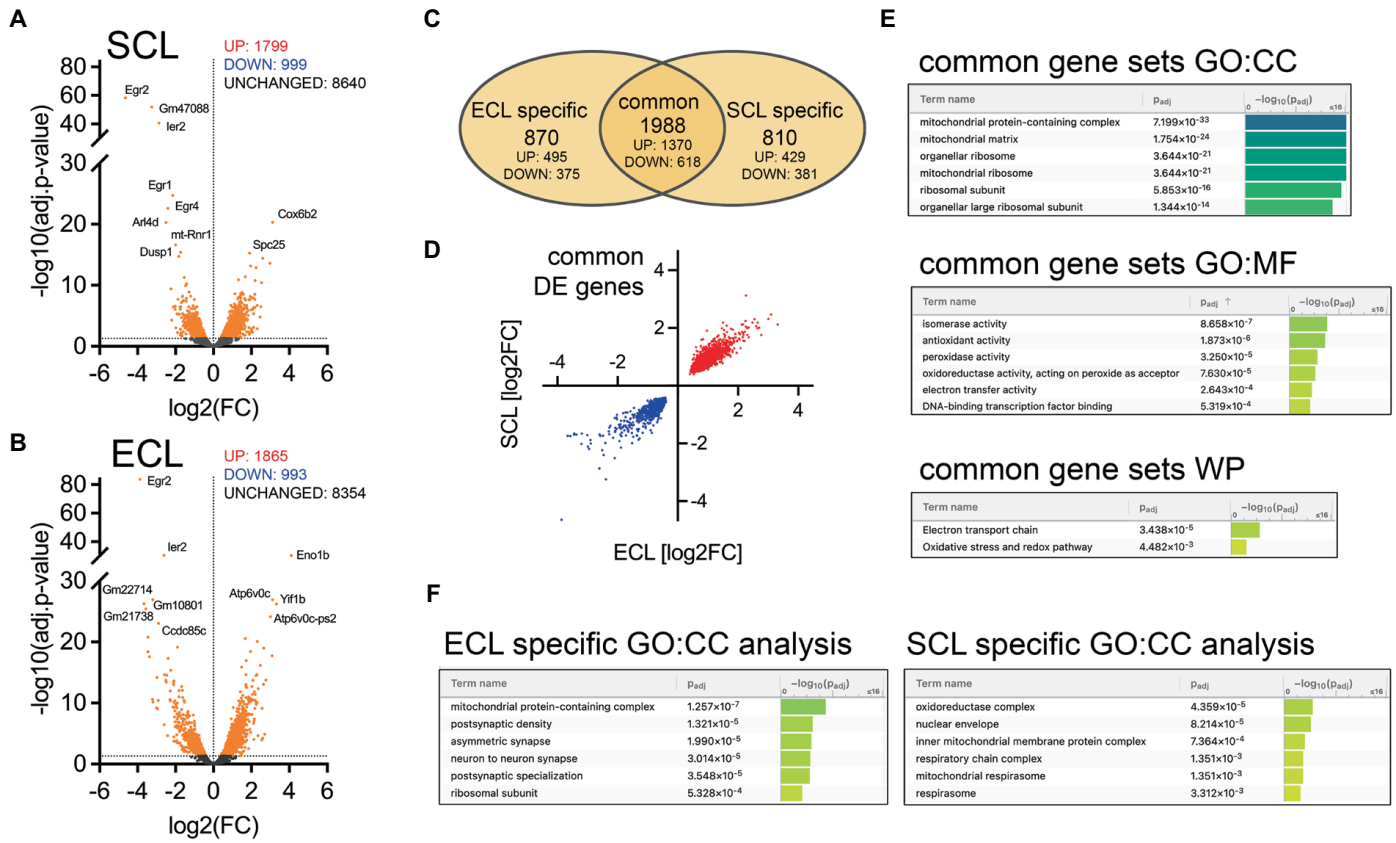
Lesion leads to pathway-specific transcriptomic changes in the hippocampal CA1 region. **(A)** Volcano plot illustrating differential gene expression in the CA1 region of non-lesioned cultures vs. 3 days following SCL (n_control_ = 5 cultures, n_SCL_ = 4 cultures). The significance threshold [*p*_adj._ < −log10(0.05)] is indicated by a dashed line. Significantly regulated genes are marked in orange and the top-10 regulated genes are labeled. **(B)** Volcano plot illustrating differential gene expression in the CA1 region of control cultures vs. 3 days following ECL (n_control_ = 5 cultures, n_ECL_ = 4 cultures). The significance threshold [*p*_adj._ < −log10(0.05)] is indicated by a dashed line. Significantly regulated genes are marked in orange and the top-10 regulated genes are labeled. **(C)** VENN-diagram to illustrate commonalities and differences in ECL-and SCL-induced differential gene expression. Although a substantial amount of commonly regulated genes could be identified, lesion-specificity became evident. **(D)** XY-plot of log2FC values from differentially expressed genes in both groups (‘common’). Notably, we exclusively found concordantly up- (red) and downregulated (blue) genes. **(E)** Functional enrichment analysis of common differentially expressed genes using the web-based g:Profiler platform [gene ontologies: CC - cellular compartment (TOP-6), MG - molecular function (TOP-6), and WP - wikipathways (all enrichments illustrated)]. **(F)** Functional enrichment analysis of lesion-specific differentially expressed genes. Notably, enrichment of differentially expressed synaptic gene sets was exclusively found after ECL.

### Denervation-induced homeostatic strengthening of excitatory synapses after ECL

The ECL-specific enrichment of synapse-related genes indicated potential differences in denervation-induced homeostatic synaptic plasticity following SCL and ECL (Figure 5). Therefore, we recorded AMPA-receptor-mediated spontaneous excitatory postsynaptic currents (sEPSCs) from individual CA1 pyramidal neurons in non-lesioned control cultures and 3 days after SCL and ECL (Figures 5A,B). While no significant changes in excitatory neurotransmission were observed in the SCL group, significant increases in mean sEPSC amplitude, half width, area, and frequency were observed in the ECL group (Figures 5C,D). We concluded that ECL triggered denervation-induced homeostatic synaptic plasticity consistent with a pathway-specific induction of homeostatic synaptic responses.

**Figure 5:**
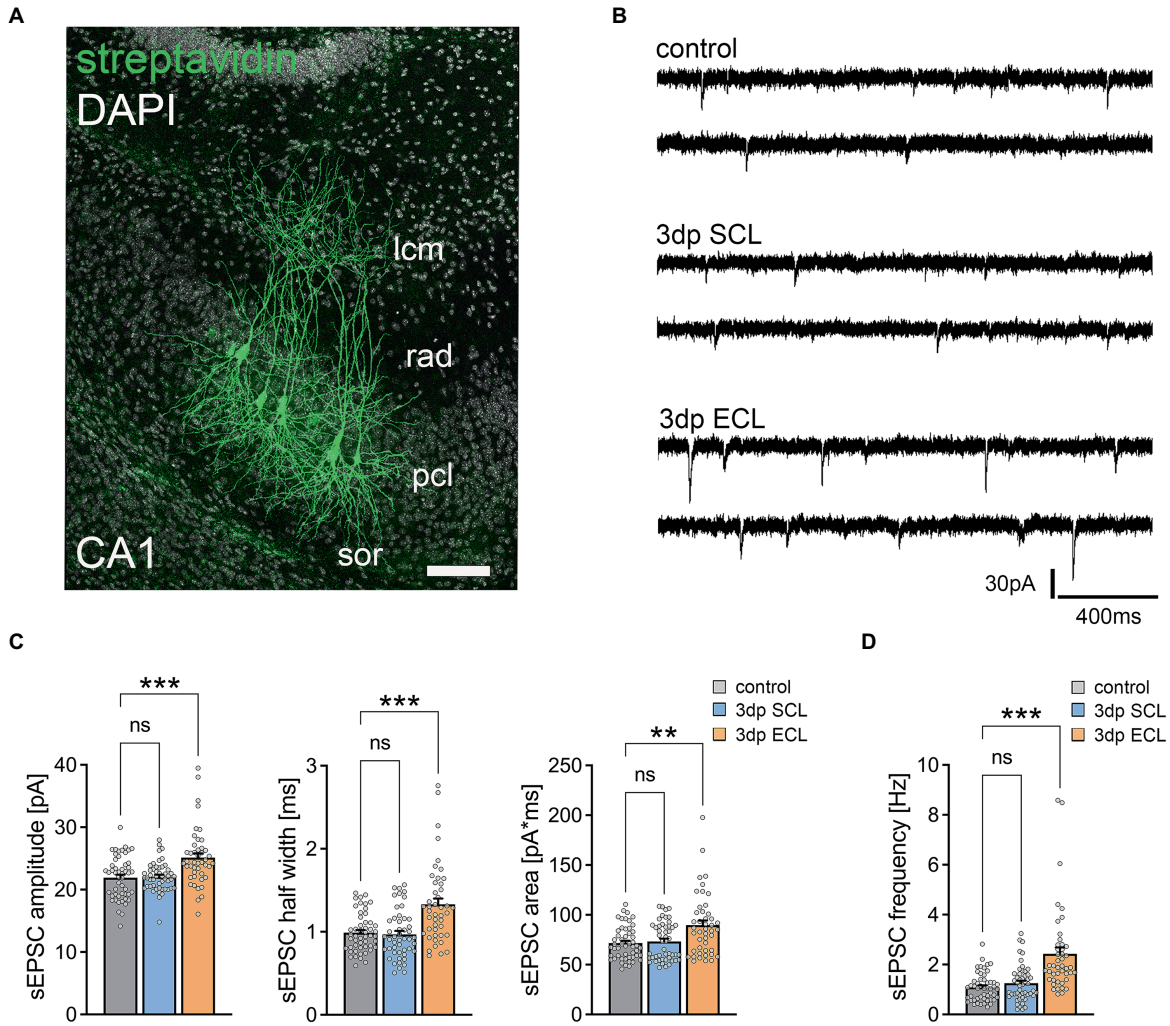
ECL but not SCL induces homeostatic synaptic plasticity in CA1 pyramidal neurons. **(A)** Posthoc visualization of CA1 pyramidal neurons after electrophysiological assessment (sor, str. oriens; pcl, str. pyramidale; rad, str. radiatum; lcm, str. lacunosum-moleculare). Scale bar, 100 μm. **(B)** Sample traces of spontaneous excitatory postsynaptic currents (sEPSC) recorded in hippocampal CA1 cells in non-lesioned control cultures as well as 3 days after either SCL or ECL (3dp, 3 days post lesion). **(C,D)** While sEPSC amplitude, half width and area as well as sEPSC frequency **(D)** were significantly increased in CA1 pyramidal neurons 3 days after ECL, no such effects can be observed following SCL (n_control_ = 51 cells in 14 cultures, n_SCL_ = 49 cells in 13 cultures, n_ECL_ = 45 cells in 12 cultures, Kruskal-Wallis test followed by Dunn’s posthoc correction). Individual data points are indicated by colored dots. Values represent mean ± s.e.m. (**p < 0.01, ***p < 0.001, ns - non significant difference).

### Homeostatic strengthening of excitatory synapses after chemogenetic silencing of the entorhinal cortex

To confirm and extend these results, local viral injections of AAV2-hSyn-hM4D_(Gi)_-mCherry were used to enable the functional silencing of either CA3 or the EC (Figure 6). Three-week old transfected tissue cultures were exposed to clozapine-*N*-oxide (CNO; 100 μM) for 2 days and AMPA-receptor mediated miniature excitatory postsynaptic currents (mEPSCs) were recorded from CA1 pyramidal neurons (Figures 6A,D). In CA3-transfected tissue cultures (Figure 6A), CNO-mediated silencing of Schaffer collateral synapses did not cause any significant changes in excitatory synaptic strength compared to the vehicle-only treated controls (Figures 6B,C). Consistent with the mechanical ECL experiments, CNO silencing of the perforant path in EC-transfected cultures induced significant increases in mean mEPSC amplitude, half width, area, and frequency (Figures 6E,F). We concluded that pathway-specific homeostatic synaptic strengthening was induced after functional and mechanical ECL but not after SCL.

**Figure 6:**
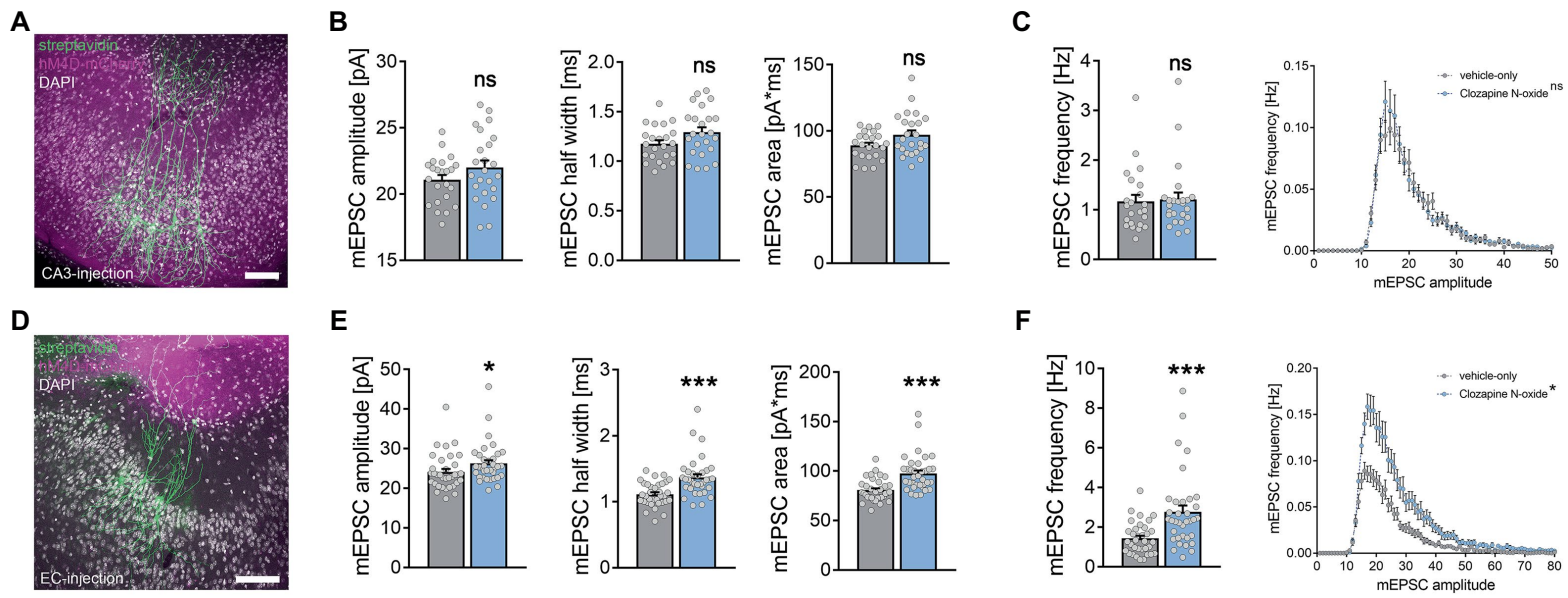
Homeostatic synaptic plasticity in CA1 neurons is specifically induced by chemogenetic silencing of the perforant path. **(A)** Example of recorded and posthoc stained CA1 cells in tissue cultures where viral injection of AAV2-hSyn-hM4D-mCherry was performed in the CA3 region to silence the Schaffer collateral pathway. Scale bar, 100 μm. **(B,C)** Chemogenetic silencing of the Schaffer collateral pathway did not lead to an increase in mEPSC amplitude, area or half width **(B)**. Furthermore, mEPSC frequency and amplitude/frequency analysis reveal no significant differences (**C**, n_control_ = 23 cells, n_CNO_ = 24 cells, Mann–Whitney test for column statistics and RM-two-way ANOVA followed by Sidak’s multiple comparisons test for XY-plot analysis). **(D)** Example of recorded and posthoc stained CA1 cells in tissue cultures where viral injection of AAV2-hSyn-hM4D-mCherry was performed in the entorhinal cortex (EC) to silence the perforant path. Scale bar 100 μm. **(E,F)** Silencing of the perforant path led to a significant increase in mEPSC amplitude, area and half width **(E)**. In line with that, mEPSC frequency was robustly increased and amplitude/frequency analysis revealed significant differences (**F**, n_control_ = 34 cells, n_CNO_ = 35 cells, Mann–Whitney test for column statistics and RM-two-way ANOVA followed by Sidak’s multiple comparisons test for XY-plot analysis). Individual data points are indicated by colored dots. Values represent mean ± s.e.m. (*p < 0.05, ***p < 0.001, ns - non significant difference).

### Denervation-induced RNA oxidation 3 days after SCL and ECL

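The glutathione S-transferase genes Gstp1 and Gstm1 were higher after both lesions. Gstp1 on chromosome 19 of GRCm38 from 4035407 to 4037985 had 1560 ± 251 normalized counts in controls (SD, n = 5), 2610 ± 463 after SCL and 3407 ± 359 after ECL (n = 4 each). Its log2 fold change was 0.77 after SCL (adjusted p = 0.00614, edgeR) and 1.15 after ECL (adjusted p = 0.000225, edgeR), although only 45.9% of its 100-base stretches occur once in the annotated transcripts. Gstm1 on chromosome 3 from 108012255 to 108017973 had 5496 ± 1354, 10106 ± 4325 and 14322 ± 3177 normalized counts, with log2 fold changes of 0.91 (adjusted p = 0.0272, edgeR) and 1.40 (adjusted p = 0.000359, edgeR); the call after SCL was lost in 9 of 26 alternatives, with adjusted p-values up to 0.143. The 22 genes of the Reactome set for detoxification of reactive oxygen species had a median log2 fold change of 0.55 after SCL (limma camera adjusted p = 0.000170) and 0.76 after ECL (limma camera adjusted p = 2.39e-05). Tested between the lesions, the 43 antioxidant and peroxidase genes had a median of 0.10 toward ECL (limma camera adjusted p = 0.0602).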

The transcriptome analysis identified genes related to oxidative stress 3 days after SCL and ECL, with specific changes related to oxidative modifications observed in the SCL group. Due to the role of local protein translation in synaptic plasticity (Holt et al., 2019), it was assessed whether SCL and ECL were accompanied by RNA oxidation (Figure 7). Immunostaining for oxidated RNA (oxRNA) revealed a significant increase in the fluorescence signal in all layers of the CA1 region 3 days after SCL and ECL compared to non-lesioned controls (Figures 7A,B). Interestingly, the abundance of the oxRNA fluorescence signal in rad was significantly higher in the SCL group compared to the ECL group (Figure 7B). We concluded that SCL and ECL induced global changes in RNA oxidation with pathway-specific differences observed in rad after SCL.

**Figure 7:**
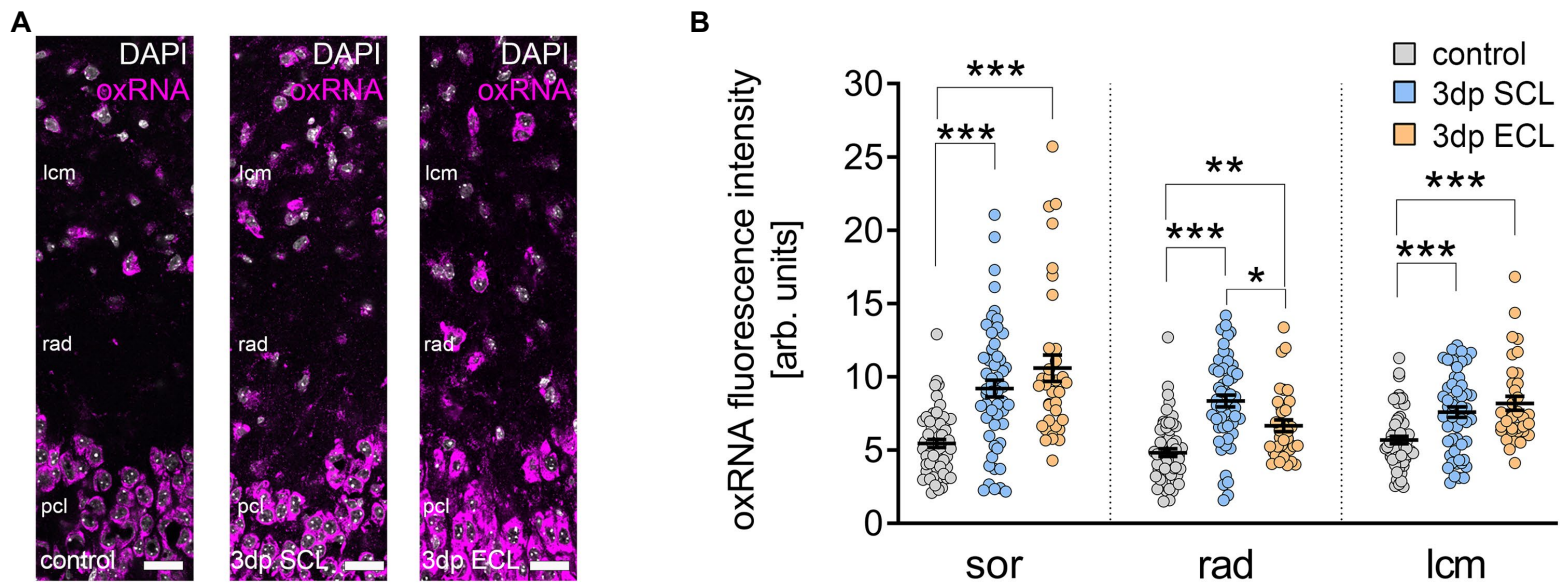
Lesion is accompanied by oxidative RNA modifications in CA1 dendritic layers. **(A)** Representative sample images of the CA1 region of tissue culture controls and 3 days after either SCL or ECL, stained with DAPI nuclear stain and a marker for oxidative RNA modifications. Scale bar, 25 μm. **(B)** The amount of oxidative RNA modifications was significantly increased after both SCL and ECL in all layers of CA1 neurons (n_control_ = 60 visual fields in 12 cultures, n_SCL_ = 55 visual fields in 11 cultures, n_ECL_ = 35 visual fields in 7 cultures, Kruskal-Wallis test followed by Dunn’s posthoc correction). Individual data points are indicated by colored dots. Values represent mean ± s.e.m. (*p < 0.05, **p < 0.01, ***p < 0.001).

## Discussion

We used mouse entorhino-hippocampal tissue cultures to study the structural, functional, and molecular adaptations of denervated CA1 pyramidal neurons after distinct pathway lesions, i.e., SCL and ECL. Organotypic tissue cultures are characterized by their laminar organization of hippocampal pathways and cortico-hippocampal projections in steady-state conditions (Frotscher and Heimrich, 1993; Heimrich and Frotscher, 1993) that resemble the *in vivo* architecture of synapses at different levels (Maus et al., 2020). Consistent with previous work involving the dentate gyrus (Vlachos et al., 2012, 2013b), (i) microglia accumulation, (ii) degeneration of presynaptic boutons at asymmetric synapses, and (iii) a reduction in dendritic spine numbers were observed in the denervated CA1 layers after SCL and ECL. However, only functional and mechanical ECL did induce homeostatic synaptic strengthening. Both lesions were accompanied by oxidative modification of RNA 3 days after lesion. Our transcriptomic analysis showed complex molecular changes after the lesions, and identified molecular commonalities and differences between SCL and ECL. These results establish a link between transcriptomic changes and the states of synapses after denervation. Specifically, ECL induced enrichment of synaptic gene sets was unique to this form of denervation, indicating functional changes in excitatory neurotransmission that were not observed after SCL. 

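Tested between the lesions, the 74 postsynaptic density genes were slightly higher after ECL than after SCL, with a median log2 difference of 0.06 (45 higher and 29 lower; limma camera adjusted p = 0.0496 over 18 lists). The unadjusted p-value was 0.0196 by camera, 0.275 by fry and 0.340 by camera with the correlation estimated from the list. The sexes are uneven between the lesions, and with a sex term, chosen after seeing the data, the unadjusted p-value of limma's camera was 0.876. Leaving out one library at a time gave unadjusted p-values of limma's camera from 0.000260 without ECL replicate 1 to 0.592 without ECL replicate 3. The 8 lists called by camera between the lesions included none that fry called after adjustment; 4 of all lists had an unadjusted fry p-value under 0.05.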

We concluded that denervation-induced homeostatic synaptic plasticity is pathway-specific, and that the lesion-induced activation of microglia following a lesion does not necessarily result in the induction of homeostatic synaptic plasticity in denervated networks.

Microglia interact with neurons through direct contacts (Wake et al., 2009; Masuda et al., 2020; Cserep et al., 2021, 2022) and soluble factors (Stellwagen et al., 2005; Lewitus et al., 2016; Lenz et al., 2020; Eichler et al., 2022). Microglia accumulation in the denervated layers indicated that direct microglia/neuron-interactions (Weinhard et al., 2018; Cserep et al., 2021) and local cytokine release (Lenz et al., 2020) might play a role in denervation-induced plasticity. Previous research demonstrated that activated microglia accumulate in the denervated layers of the dentate gyrus after ECL (c.f. Kleidonas and Vlachos, 2021). Moreover, we previously identified that the pro-inflammatory cytokine tumor necrosis factor alpha (TNFα) plays an important role in the denervation-induced homeostatic synaptic plasticity of dentate granule cells (c.f. Stellwagen et al., 2005; Becker et al., 2013, 2015). These findings support the involvement of microglia in the post-lesional functional and structural reorganization of denervated networks. However, no homeostatic strengthening of excitatory synapses was observed after SCL, despite the accumulation of microglia and reduced spine numbers in the denervated layers. Therefore, a complex role of microglia in denervation-induced homeostatic synaptic plasticity is thought to exist.

Differential activation of microglia in response to SCL and ECL and the concentration-dependent effects of microglial cytokines could play a role in denervation-induced homeostatic synaptic plasticity. Recent research revealed that low concentrations of TNFα promote synaptic plasticity, while high concentrations occlude the ability of neurons to express plasticity (Maggio and Vlachos, 2018; Kleidonas et al., 2022). In line with these results, occlusion of excitatory synaptic plasticity has been reported during inflammation (Strehl et al., 2014; Golia et al., 2019; Lenz et al., 2020; Izumi et al., 2021). Data of the current study demonstrate that microglia accumulate in all dendritic layers except lcm after SCL, while ECL is associated with microglia accumulation specifically in lcm. Whether and how these differences (such as the diffusion of secreted cytokines) account for the pathway-specific induction of homeostatic synaptic plasticity warrants further investigation.

We identified both similarities and differences in the gene expression changes upon SCL and ECL, suggesting that the characteristics of the lesioned pathway play a crucial role in determining postsynaptic gene expression adjustments beyond the common reactive patterns, such as inflammation. This suggests that unique features of neuronal projections influence the ability of postsynaptic neurons to express synaptic plasticity (Blitz et al., 2004; Ho et al., 2011; Lohmann and Kessels, 2014; Grant and Fransen, 2020). However, it is not yet clear which factors are responsible for the diversity of homeostatic adjustments (Lee et al., 2014). While synaptic architecture of specific pathways could account for these observations (O'Rourke et al., 2012; Sancho et al., 2021), recent evidence suggests that glial cells may also be involved in this process, e.g., through differences in their local specializations or by modulating the myelination of axons (Sipe et al., 2016; Jang et al., 2019; Bonetto et al., 2021; De Felice et al., 2022). Additionally, we hypothesize that the predominance of synaptic plasticity in certain pathways may result from the complexity and specialization of neural circuits (Johnson et al., 1996; Dubovyk and Manahan-Vaughan, 2018; Sun et al., 2021). Lesioning distal pathways – here the application of ECL – leads to compensatory changes at proximal synapses, which can be readily detected at neuronal somata, while proximal lesions – here the application of SCL – do not produce compensatory synaptic changes that are detectable at somatic sites. There are various factors that could account for this lack of detectable synaptic adjustments, such as the absence of mRNA transport or excessive oxidative RNA modifications in the denervated layers. Notably, we found a dendritic spine loss in all layers over time irrespective of the lesioned pathway, with more pronounced effects in the denervated layers. In this context, it is interesting to theorize that specific subpopulations of spines across layers are targets for homeostatic synaptic plasticity, e.g., through microglia-synapse interactions (Cramer et al., 2022).

Previous studies demonstrated that RNA modifications can influence RNA stability, transport, and translation efficiency (Boo and Kim, 2020; Hahm et al., 2022). In fact, RNA oxidation is thought to play an important regulatory role in biological systems (Tanaka and Chock, 2021). Oxidative modifications of various RNA forms have been demonstrated to occur under different pathological conditions, such as inflammation or metabolic dysregulation (Fimognari, 2015; Liu et al., 2020; Chen et al., 2022). Furthermore, due to its impact on translation efficiency, where inhibiting actions have been reported (Sochacka et al., 2015; Willi et al., 2018; Thomas et al., 2019), RNA oxidation may interfere with local protein synthesis related to homeostatic synaptic plasticity (Coyle and Puttfarcken, 1993; Nunomura et al., 1999; for references to the role of local protein synthesis in homeostatic synaptic plasticity see Sutton et al., 2004, 2006; Schuman et al., 2006; Sun et al., 2021; Kruse et al., 2022). Therefore, we suggest that inflammation-related oxidative RNA modifications represent a new regulatory mechanism of local homeostatic synaptic plasticity.

Regardless of these considerations, it is possible that SCL-induced local functional changes on distal dendrites (c.f. Aksoy-Aksel and Manahan-Vaughan, 2013; Asgeirsdottir et al., 2020) might not be detectable by somatic patch-clamp recordings, e.g., due to dendritic attenuation (Golding et al., 2005). Nevertheless, our results are consistent with a previous *in vivo* study that showed amplification of CA3-CA1 transmission after ECL and no major functional changes of CA1 activity after SCL (O'Reilly et al., 2014). Likewise, our transcriptomic analysis clearly showed that denervated neurons respond differently after SCL and ECL. 

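Between the 4 ECL and 4 SCL libraries, edgeR's quasi-likelihood test called 0 of 12478 genes at an adjusted p-value under 0.05. It gave 918 genes at an unadjusted one, which 10 of the 35 splits of these libraries reached, the real split among them. DESeq2's Wald test on the same libraries called 71 of 12226 genes at an adjusted p-value under 0.05, 12 of them higher after ECL. At an unadjusted one it gave 1033, so that the number of genes depends on the tool. With the mean minimum applied after the adjustment, DESeq2 called 51.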

We are confident that organotypic entorhino-hippocampal tissue cultures are suitable tools to unravel the cellular and molecular mechanisms that regulate the pathway-specific induction of homeostatic synaptic plasticity operating in complex networks.

## Data availability statement

Source data with statistical evaluations for each figure are provided on the Dryad data repository (https://doi.org/10.5061/dryad.v15dv420w). Raw data (.fastq-files) used for transcriptome analysis are available at the Gene Expression Omnibus; accession number GSE223096. Original data are available from the corresponding authors upon reasonable request.

## Ethics statement

Mice were maintained in a 12 hour light/dark cycle with food and water available *ad libitum*. Every effort was made to minimize distress and pain of animals. All experimental procedures were performed according to the German animal welfare legislation and approved by the animal welfare committee and/or the animal welfare officer at the University of Freiburg, Faculty of Medicine (X-17/07K, X-18/02C, X-21/01B).

## Author contributions

ML: conceptualization, methodology, validation, formal analysis, investigation, writing—original draft preparation, visualization, supervision, project administration, and funding acquisition. AE: validation, formal analysis, investigation, writing—original draft preparation, and visualization. PK: formal analysis, investigation, writing-original draft preparation, and visualization. PS and DK: investigation. CG: investigation and formal analysis. HL: formal analysis, investigation, and visualization. AV: conceptualization, methodology, resources, writing—original draft preparation, supervision, project administration, and funding acquisition. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by Else Kröner-Fresenius-Stiftung (EKFS_#2019_A94 to ML) and Deutsche Forschungsgemeinschaft (DFG; Project-ID 259373024 B14–CRC/TRR 167 to AV).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

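The data are RNA sequencing counts from 13 libraries, each from the CA1 region of one entorhino-hippocampal tissue culture of wildtype mice: 5 non-lesioned controls, 4 cultures after SCL and 4 after ECL, isolated 3 days after the lesion. According to the authors, adapters were trimmed with CUTADAPT, reads were mapped with RNA STAR to mm10, and FEATURECOUNT counted them on GENCODE M25 genes without regard to strand on a Galaxy server. The deposited counts are whole numbers for 55291 gene symbols, and the authors deposited them without normalization. Low counts were checked: between 63.0% and 74.3% of the values from 1 to 20 were even in each library, so mates of a pair were apparently counted separately, and a fit with counts divided by 2 was added. Library totals ran from 14371152 to 56786613 counts. No batch or date is given. Sex was read from the column headings and checked against sex-linked marker genes. No library held the counts of another.

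Gene coordinates, lengths and biotypes were taken from GENCODE M21 on GRCm38, in which 53292 of the 55291 symbols were found, and lengths and GC content were known for 98.7% of the genes tested after SCL. For each gene, the share of 50-base and 100-base stretches that occur once in the annotated transcripts was computed, and exon bases shared with other genes were counted.

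Each lesion was compared with the 5 controls, and ECL with SCL, in fits of their own with edgeR 4.0.16 in R 4.3.3 (estimateDisp, glmQLFit and glmQLFTest), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Genes entered with a mean normalized count of at least 150 in the fit. TMM factors were first computed over all symbols and the results seen. They were then replaced by factors over the genes tested, since edgeR's guide filters before it normalizes, and the first version is given as an alternative. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of F. The biological coefficient of variation was 0.244 for SCL, 0.238 for ECL and 0.222 for ECL against SCL. The code was tested on simulated data with 200 changed genes among the real ones. It recovered 94% of 4-fold and 62% of 2-fold changes in the SCL design and 95% and 75% in the ECL design, with 6.02% and 5.03% of calls false and 0 of the wrong sign. Correlations between both comparisons were set against simulated unchanged groups that share the controls, and against 20 divisions of the controls.

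Of 21 gene lists, written from gene names before any test, 18 had at least 5 members with the mean minimum of 150. They hold mitochondrial ribosomal proteins, cytosolic ribosomal proteins, nuclear genes of the respiratory chain and ATP synthase, mitochondrially encoded proteins, antioxidant and peroxidase genes, postsynaptic density genes, presynaptic genes, immediate early genes, and microglia core, homeostatic and activation genes. Others hold astrocyte, oligodendrocyte, cell cycle, interferon-stimulated, CA1, CA3 and dentate granule cell genes, genes over satellite-like repeats, gene families silent in brain, and sex-linked markers. Some members had been seen in the paper beforehand: Egr1, Egr2, Egr4, Ier2 and Dusp1 of the immediate early genes, Tyrobp of the microglia core genes, Ube2c, Ccnb1, Ccnb2, Ckap2, Kif22 and Spc25 of the cell cycle genes, and Gm10800, Gm10801 and Gm21738 of the satellite-like genes. Lists were tested with camera of limma 3.58.1 (preset correlation 0.01), with fry and camera with estimated correlation beside it, and shares of lists among called genes with one-sided Fisher's exact tests. The terms of g:Profiler were not used here, and 6 Reactome sets serve as alternatives to the lists. Calls with opposite signs when each lesion has its own controls are not reported here.

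Genes were named by a rule: every gene labelled in Fig. 4A and 4B; per lesion the 3 called genes with the largest rise and the 3 with the largest fall among those without overlap between groups; up to 5 called genes per direction between ECL and SCL; Aif1 and Tnf; and per list at most the 2 called members with the smallest adjusted p-value. This gave 51 genes.

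Of the alternatives, 24 were set before the data were examined: DESeq2 1.42.0 with the mean minimum before or after adjustment, other scalings and filters, a single fit of all libraries, the replicate number as a block, an offset for length and GC content fitted with mgcv 1.9.3, a threshold of 0.01, other list tests, separate controls and leaving out each library. A further 6 were added after seeing the data: TMM factors over all symbols, a sex term, DESeq2 with a sex term and a fold-change prior, the number in the column headings as a block with and without a sex term, and halved counts. Tables S1 and S2 were held only in part (1999 genes of each) and served to look up values of named genes. No library was left out.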

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

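Only the tests of satellite-like genes after ECL and of short genes in SCL replicate 3 were chosen before their result was seen, and the other tests in this part after it.

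A single library stood far from the others of its group in 20 of 171 groups of values, where chance gives 8.55.

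Genes annotated over satellite-like repeats, outside the genes the paper discusses beyond Gm10801 and Gm21738, had a median log2 fold change of -2.50 after SCL and -4.10 after ECL. Reads from genomic DNA in the control libraries are a candidate explanation. Gene families silent in brain took 7.46 times the share of counts in controls that they took after ECL (exact permutation test, adjusted p = 0.0238) and 5.19 times that after SCL (exact permutation test, adjusted p = 0.0571). The satellite-like genes themselves took 13.9 and 7.00 times the share. Within the lesioned groups the same held for single libraries. SCL replicate 4 had 2658 counts per 1e6 on satellite-like genes against 299 to 412 in the other SCL libraries and 569 on the silent families against 89.1 to 155. Its normalized counts of Gm10801 (3335 against 408 to 545) and Gm21738 (3191 against 389 to 580) stood apart too. ECL replicate 3 had 389 counts per 1e6 on satellite-like genes (others 249 to 267) and 166 on the silent families (others 104 to 111). A loss of satellite transcripts in the cells stays open and was not tested.

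In SCL replicate 3, Mrpl51 (5158 against 2743 to 2970) and Rpl32 (24986 against 7715 to 9434) were higher than in the other SCL libraries. More reads from short genes in this library stay open for Rpl32, with an exon length of 963 bases. The 1158 shortest genes, of at most 1522 bases, had a median ratio of 1.10 to the other SCL libraries, against 0.980 for all genes. This is less than the ratios of Mrpl51 and Rpl32. Mrpl51 has 4043 bases when all its annotated exons are joined, and so is not among the short genes. Its single transcripts may be shorter, so the explanation stays open for Mrpl51 too. No biological explanation was tested.

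ECL replicate 1 had a total of 46449937 counts (others 20210165 to 24105536), and its mitochondrial rRNA took 17533 counts per 1e6 (others 23403 to 24344). Its mt-Rnr1 count was 112615 (others 177485 to 188586) and its Ifi27 count 7637 (others 4752 to 4947). If the depth of the library lowered the share of rRNA, the deepest library of each group would have the lowest share, which held in 1 of the 3 groups. Depth of the library and other causes cannot be told apart with 4 libraries.

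The other libraries that stood apart did so for single genes, and no explanation was tested. Control replicate 4 had 687264 normalized counts of mt-Rnr1 (others 429603 to 502696) and 1728 of Aif1 (others 2121 to 2186). Control replicate 5 had 2790.2 of Dusp1 (others 1679 to 1922), control replicate 1 had 116 of Gm10698 (others 11.4 to 33.9) and control replicate 2 had 2046 of Mog (others 1273 to 1492). SCL replicate 4 had 456 of Dusp1 (others 600 to 613). ECL replicate 3 had 272 of Ccdc85c (others 141 to 163) and 30511 of Ctsb (others 42625 to 44638).

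The paper does not discuss immediate early genes as a set. Their median log2 fold change was -1.10 after SCL and -1.02 after ECL (limma camera adjusted p = 5.43e-24 and 8.99e-17, 29 and 28 genes), and 20 members were called lower after SCL. A bias by gene length or GC content as the whole cause is argued against, as the larger adjusted p with the offset was 2.27e-20, and so is the sex of the cultures, as it was 2.55e-20 with a sex term. With the correlation estimated (immediate early genes, ECL), the adjusted p of limma's camera was 0.0930. The handling of cultures before isolation was not recorded and stays open, as does a lower activity of the denervated network, which was not tested.

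Microglia core genes had a median log2 fold change of 1.12 after SCL and 0.83 after ECL (limma camera adjusted p = 3.79e-14 and 1.29e-09, 21 genes each). With the length and GC offset the larger adjusted p was 1.84e-06. More microglia, or more RNA per microglial cell, may underlie it, and the counts do not separate these.

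Between the lesions, 8 lists differed by limma's camera and none by fry after adjustment. After ECL the cell cycle genes were lower than after SCL by a median log2 difference of -0.55 (limma camera adjusted p = 1.07e-26, 33 of 34 genes lower, fry adjusted p = 0.0826). The sex of the cultures as the whole cause is argued against, since the adjusted p with a sex term was 3.00e-19. By p-value chance may suffice: 3 of the 35 splits of the 8 libraries gave a camera p-value as small, and the other 2 exchange ECL replicate 4 for SCL replicate 2 or 4. By the median difference the real split was the largest of the 35, with -0.50 and -0.48 in these 2. The Reactome set for the mitotic cell cycle had a median of -0.04. Microglia homeostatic genes (-0.34), microglia core genes (-0.28), nuclear respiratory chain genes (-0.11) and satellite-like genes (-1.63) also differed by camera. So did astrocyte genes (-0.19), microglia activation genes (-0.11) and postsynaptic density genes (0.065). The difference of the satellite-like genes leaned on SCL replicate 4, where they took the highest share of counts among the lesioned libraries. Its normalized count of Gm10801 was 3335, against 408 to 545 in the other SCL libraries and 267 to 461 after ECL. For Gm21738 it was 3191, against 389 to 580 and 304 to 415. The postsynaptic density genes may follow gene length and GC content or the sex of the cultures, since the unadjusted p-value of limma's camera was 0.0530 with the offset and 0.876 with a sex term. With either, the other 6 lists kept an adjusted camera p-value under 0.05.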

How the results depend on the processing

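The sex term, DESeq2 with a sex term and prior, the blocks by the number in the column headings, TMM factors over all symbols and halved counts were chosen after the data were seen, and the other alternatives before.

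For postsynaptic density genes, p-values in this part are unadjusted values of limma's camera, and for all other lists adjusted ones. Where an alternative moved a result, the cause was not tested unless stated. Among single genes and the lists that answer no comparison by themselves, 1105 values were the same, 13 stronger, 17 weaker and 9 reversed when a library was left out. Under the other alternatives set beforehand, 1400 were the same, 31 stronger, 40 weaker and 9 reversed. Under those added, 750 were the same, 4 stronger, 12 weaker and 7 reversed. Each result with a reversed value is named here. For fits that left out a library, only the ends of its range are given. After reversals had been seen, 59 results (47 genes and 12 lists) were left out of these counts because they were not past 0.05 between the lesions or were sex-linked genes. They hold 1485 values, 93 of them reversed in 23 results, with 0 past 0.05 on both sides.

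DESeq2 called 71 genes between ECL and SCL, and 51 with the mean minimum applied after adjustment, where the presynaptic p-value after ECL was 0.0535. Library totals gave 0.0492 for the share of postsynaptic density genes among SCL-only genes. With filterByExpr 1985 genes were called after ECL only, 14 list shares passed, and the p-values after ECL were 0.119 for postsynaptic density and 0.228 for presynaptic genes, also with calls at a mean of 150. Without a filter more genes are tested, and 5390 were called after SCL, 8034 after ECL, 217 between lesions, 4182 after both, 3852 after ECL only and 1208 after SCL only, with 18 list shares. The p-values were then 0.950 for postsynaptic density genes after SCL, and, with reversed directions, 0.602 for presynaptic and CA1 genes after SCL, 0.146 for postsynaptic density and 0.189 for presynaptic genes after ECL. One fit of all libraries called 1 gene between the lesions. At a threshold of 0.01, 1050 genes were called after SCL, 1495 after ECL, 704 after both and 346 after SCL only, as fewer pass by construction.

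The replicate numbers do not pair the cultures: same-numbered libraries had correlations over 0.1 in 5 of 12 pairs (mean 0.0556), and libraries with the same number in the column headings in 6 of 20 pairs (mean -0.0140). With the replicate block 2356 genes were called after SCL and 2678 after ECL, and CA1 genes after ECL (0.965) and Pou3f1 after ECL (log2 fold change -0.080) reversed. With the replicate block and the length and GC offset the p-values were 0.0551 (postsynaptic density), 0.141 (presynaptic) and 0.485 (respiratory chain) after SCL, 0.486 and 0.285 (postsynaptic density and presynaptic) after ECL and 0.0787 for postsynaptic density genes between lesions. The lists of cytosolic ribosomal proteins, SCL (0.0195) and cytosolic ribosomal proteins, ECL (0.0593) reversed, as did mitochondrially encoded proteins after SCL (0.821) and the respiratory chain after ECL (0.275).

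The length and GC offset alone gave 2768 and 3360 genes. P-values were 0.118 (presynaptic) and 0.294 (respiratory chain) after SCL, 0.565 (postsynaptic density) and 0.259 (presynaptic) after ECL and 0.0530 for postsynaptic density genes between lesions. The lists of cytosolic ribosomal proteins, SCL (0.0738) and cytosolic ribosomal proteins, ECL (0.118) reversed, as did the respiratory chain (0.391) and astrocyte genes (0.945) after ECL.

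TMM over all symbols gave 3156 and 3155 genes, 11 list shares and 0.0529 for presynaptic genes after ECL. The share of called genes that were higher was 64.2% and 62.9% with median-of-ratios size factors, 63.3% and 61.7% with DESeq2, 64.6% and 62.4% with DESeq2's later filter, 64.3% and 65.0% with filterByExpr and calls at 150, and 58.8% and 43.0% without a filter. The CA1 median after SCL, -0.02, turned positive under each other scaling.

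A sex term called 1 gene between lesions and gave 0.0366 for the share of postsynaptic density genes among SCL-only genes and 0.876 for these genes between lesions. CA1 genes (0.861) and Pou3f1 (-0.19) reversed after ECL. DESeq2 with sex term and prior called 95 genes between lesions, with 0.610 for postsynaptic density genes, and reversed CA1 genes after ECL (0.990) and Pou3f1, ECL (-0.059). Column numbers as a block gave 1824 genes after SCL, 1272 after both, 0.0509 for presynaptic genes after ECL and -0.043 for Pou3f1, reversed. With a sex term besides, there were 1342 genes after SCL, 1383 after ECL, 2 between lesions, 748 after both, 635 after ECL only and 12 list shares. CA1 genes (0.993) and Pou3f1 (-0.22) reversed after ECL, and postsynaptic density genes between lesions had 0.911. Halved counts gave 2942 and 3163 genes, of which 2890 and 3135 were also called in the counts as deposited.

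Under fry, 0 lists differed between lesions (postsynaptic density 0.275), while 4 had an unadjusted p-value under 0.05. With estimated correlation 5 lists passed after SCL, 0 after ECL (5 at an unadjusted p-value under 0.05) and 0 between lesions (2 unadjusted). The p-values after SCL were 0.151 (mitochondrial ribosomal), 0.0993 (antioxidant), 0.223 (respiratory chain) and 0.178 (presynaptic). After ECL they were 0.257 (postsynaptic density), 0.152 (mitochondrial ribosomal and antioxidant), 0.514 (respiratory chain) and 0.384 (presynaptic), and between lesions 0.340 for postsynaptic density. Reactome sets were tested by camera at the preset correlation. The set for receptor binding and postsynaptic transmission had unadjusted p-values of 0.162 after SCL, 0.476 after ECL and 0.734 between lesions. The set for transmission across chemical synapses, which is not limited to presynaptic genes, had adjusted ones of 0.188 after SCL and 0.476 after ECL. Separate controls gave 733.5 common genes and a correlation of 0.785.

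In fits that each left out one library, calls ran from 1672 to 2828 after SCL, from 2094 (without ECL replicate 4) to 3091 after ECL, from 1300 to 2115 after both, from 474 to 1839 after ECL only, from 314 to 1282 after SCL only and from 0 to 54 between lesions. Postsynaptic density p-values ran from 0.000988 to 0.0530 after ECL and from 0.000260 to 0.592 between lesions, presynaptic ones after ECL from 0.0131 to 0.104, and the share of postsynaptic density genes among SCL-only genes from 0.0405 to 1. Pou3f1 after ECL ran from -0.28 without ECL replicate 3 to 0.29 without ECL replicate 1, and CA1 pyramidal neuron genes, ECL, from 0.468 without ECL replicate 1 to 0.987 without ECL replicate 4. Astrocyte genes after ECL ran from 0.719 without ECL replicate 3 to 0.998 without control replicate 5.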

Differences from the paper's values

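The alternatives named for single genes in this part were set before the data were examined, and the DESeq2 designs with a prior, a sex term or the number in the column headings were chosen after seeing the values. A gap is called closed where the difference is no larger than the larger of the standard error of the edgeR fit here and the paper's standard error, which does not mean that the paper's value was reached. Of the genes below, only Cox6b2 had the paper's value within the range of these alternatives.

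The log2 fold change of Gm10801 after SCL was -2.57 against the paper's -1.74, and that of Gm21738 -2.57 against the paper's -1.74. For both genes the gap closed without the filter and in the fits without control replicates 3 and 4 and SCL replicates 1, 2 and 3, where the nearest value was -2.28, and not under the others. Atp6v0c had 2.78 after SCL against the paper's 2.12, closed by the replicate block with and without the offset and without control replicate 3, SCL replicate 1 or SCL replicate 3. After ECL, Egr2 had -4.32 against the paper's -3.86, closed without the filter and without ECL replicate 2. Ier2 had -2.86 after ECL against the paper's -2.61, closed by DESeq2 with either filter order, median-of-ratios factors, library totals, filterByExpr with and without the minimum of 150, no filter, the replicate block, and without control replicate 3, ECL replicate 1 or ECL replicate 2. Cox6b2 had 2.68 after ECL against the paper's 2.26, closed by the replicate block, the offset, and without control replicate 4, control replicate 5 or ECL replicate 2. Gm10801 had -4.32 after ECL against the paper's -3.66, closed without the filter and without control replicate 4. Gm21738 had -4.20 against the paper's -3.57, closed without the filter and without control replicate 3 or 4. Ccdc85c had -3.36 against the paper's -2.89, closed without the filter, by the replicate block with and without the offset, and without control replicate 4. The remaining alternatives set beforehand left each of these gaps open.

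DESeq2 with a sex term and a fold-change prior, chosen after seeing the values by trying 7 DESeq2 designs, gave 2798 genes after SCL and 2858 after ECL, with 1988 after both, 870 after ECL only and 810 after SCL only, the paper's numbers, and the genes of Tables S3, S4 and S5. The paper's text names no sex term. It also gave the paper's fold changes for the genes above. The other designs gave 2873 and 3281 genes with the lesion alone, 2933 and 3291 with a prior, 2816 and 2650 with a sex term, 2224 and 2707 with the number in the column headings, and 1945 and 1868 with that number and a sex term.

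The lists used here are not the paper's g:Profiler terms, and they were tested on the genes called here by edgeR. Of the 870 genes of Table S5, 629 were called after ECL only here, and of the 810 genes of Table S4, 475 after SCL only. The shares below therefore do not test whether the paper's terms were enriched among its own genes. The paper finds synapse-related terms among genes called after ECL only. Here 5 of 71 postsynaptic density genes were among them (Fisher's exact test, adjusted p = 1). It places oxidative terms among genes called after SCL only, where 0 of 41 antioxidant genes were found here (exact test, adjusted p = 1) and 9 of 84 respiratory chain genes (exact test, adjusted p = 0.340). It finds synapse-related terms among all called genes of both lesions. Here the share of postsynaptic density genes had an adjusted p of 0.244 after SCL and 0.900 after ECL by Fisher's exact test. The paper lists Eno1b and Yif1b with genes specific to ECL; here Eno1b was called after both lesions and Yif1b was under the mean minimum after SCL.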

Other observations

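The tests of other splits of the libraries, of genes called after one lesion only, of length and GC content on all lists together, of near-identical genes and of CA3 and dentate genes were chosen before their results were seen, and the tests of sex, of single lists by the offset, of unadjusted p-values between lesions and of mitochondrial RNA after.

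Of 100 splits of the 9 libraries, 1, the real one, gave as many called genes as the SCL comparison, and likewise 1 of 100 for ECL, where the next splits gave 795 and 781 genes and each set the 4 ECL libraries with a single control (replicate 1 or 3) against the other 4 controls, and so lie close to the real split. Between the lesions the real split gave 0 genes, which all 35 splits reach by necessity, so this count says nothing about chance; 2 other splits gave 32 and 5. The 918 genes with an unadjusted p-value under 0.05 were reached by 10 of the 35 splits, so that chance may suffice for them. With a sex term 2593 genes were called after SCL and 2368 after ECL, which argues against the sex of the cultures as the whole cause.

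Genes called after one lesion only may follow from the thresholds of separate tests: 98.8% of the ECL-only genes had the same sign after SCL, which shared controls favour, and 96.6% in the median with separate controls, a test added later. Of the ECL-only genes 737, and of the SCL-only genes 499, had an adjusted p-value between 0.05 and 0.2 after the other lesion by edgeR. In the DESeq2 fit with a sex term and prior, 55 genes of Table S4 lay under the mean minimum of 150 after ECL, 25 of them with an adjusted p-value under 0.05 by DESeq2, and 22 genes of Table S5 after SCL, 10 of them so. Eno1b had a mean of 139 after SCL (DESeq2 adjusted p = 0.000329) and Yif1b one of 107 (DESeq2 adjusted p = 3.33e-07), and both rose after both lesions.

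Log2 fold changes fell with gene length, with a Spearman correlation of -0.369 after SCL and -0.351 after ECL, and rose with GC content (0.155 and 0.161), while between the lesions the correlations were -0.0213 and 0.0574. Such a trend may come from the libraries or from the genes that respond. With an offset for both, 3 of 6 tests of mitochondrial ribosomal, respiratory chain and postsynaptic density genes stayed past 0.05. The mitochondrial ribosomal genes were among them, with a larger adjusted p of 0.000164 by limma's camera at the preset correlation. Length was taken as all annotated exon bases of a gene, which can exceed the length of its transcripts. With the correlation estimated, the adjusted p-values of this list were above 0.05 even without the offset. The trend as the whole cause therefore stays open for these genes. For the respiratory chain genes the smaller adjusted p was 0.294 and for the postsynaptic density genes after ECL the p-value was 0.565, so that the trend may suffice. For the postsynaptic density genes after SCL the p-value was 0.0377, and a length or GC bias and a fall after lesion cannot be told apart, since the value passed 0.05 with the offset alone and no longer with the replicate block besides.

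Reads shared between near-identical genes may raise Eno1b, Yif1b, Atp6v0c and Atp6v0c-ps2. Other genes that gain unique sequence with longer stretches (703 after SCL and 656 after ECL) had medians of 0.21 and 0.25, at percentiles 0.2 and 6.79 of 10000 matched random lists, whose medians were 0.27 and 0.29. Of the named genes only Atp6v0c-ps2 gains at least 10 percentage points in this way, so the test leaves the explanation open.

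Different amounts of CA3 or dentate gyrus tissue in the isolates stay open. In a fit with the genes kept by edgeR's filterByExpr, the CA3 genes (5 tested) had medians of 0.11 after SCL and 0.31 after ECL and the dentate granule cell genes -0.39 (4 tested) and 0.02 (3 tested), with a smallest limma camera adjusted p of 0.980 and no member called. With 3 to 5 genes tested, such differences cannot be told apart from none. Pou3f1, a CA1 gene, had a log2 fold change of -0.82 after SCL (adjusted p = 0.00667, edgeR) and 0.02 after ECL.

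Mitochondrial rRNA took 3.04 times the share of counts in controls that it took after SCL and 2.29 times that after ECL (exact permutation test, adjusted p = 0.0238 for each). A loss of mitochondrial RNA as a whole is argued against, since mitochondrially encoded proteins took 0.787 times the share in controls that they took after SCL and 0.714 times that after ECL. The library kit selects polyadenylated RNA, and its efficiency was not tested.

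The remaining lists had these medians after SCL and ECL, with limma camera adjusted p-values in brackets: cell cycle genes 0.98 (1.58e-12; 29 members tested) and 0.16 (0.249; 19 members tested, so that these medians do not compare the same genes), microglia homeostatic genes 0.87 (2.79e-06) and 0.51 (0.0113), microglia activation genes 0.79 (4.38e-06) and 0.50 (0.000430), interferon-stimulated genes 0.86 (3.03e-05) and 0.77 (0.000420), astrocyte genes 0.16 (0.0652) and 0.03 (0.938), cytosolic ribosomal proteins 0.15 (0.107) and 0.19 (0.0515), oligodendrocyte genes 0.03 (0.138) and 0.26 (0.0515), CA1 genes -0.02 (0.436) and 0.08 (0.938), mitochondrially encoded proteins 0.02 (0.550) and 0.06 (0.408) and sex-linked markers -0.68 (0.644) and 0.72 (0.671). With the length and GC offset cytosolic ribosomal proteins turned to -0.08 and -0.07, mitochondrially encoded proteins to -0.09 and -0.01, and astrocyte genes after ECL to -0.07.

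Aif1 (Iba1) had 2076 ± 196 normalized counts in controls (SD, n = 5), 4614 ± 1349 after SCL and 3851 ± 1367 after ECL (n = 4 each), with log2 fold changes of 1.18 (adjusted p = 0.00156, edgeR) and 0.91 (adjusted p = 0.00463, edgeR). The call after ECL was lost in 3 alternatives, with adjusted p-values up to 0.113. Tnf was under the mean minimum, with 37.7 ± 39.7 counts in controls, 21.6 ± 13.9 after SCL and 26.9 ± 8.19 after ECL.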
